# CryoEM structures of Arabidopsis DDR complexes involved in RNA-directed DNA methylation

**DOI:** 10.1038/s41467-019-11759-9

**Published:** 2019-09-02

**Authors:** Somsakul Pop Wongpalee, Shiheng Liu, Javier Gallego-Bartolomé, Alexander Leitner, Ruedi Aebersold, Wanlu Liu, Linda Yen, Maria A. Nohales, Peggy Hsuanyu Kuo, Ajay A. Vashisht, James A. Wohlschlegel, Suhua Feng, Steve A. Kay, Z. Hong Zhou, Steven E. Jacobsen

**Keywords:** Cryoelectron microscopy, DNA methylation, Plant molecular biology, Cryoelectron microscopy

## Abstract

Transcription by RNA polymerase V (Pol V) in plants is required for RNA-directed DNA methylation, leading to transcriptional gene silencing. Global chromatin association of Pol V requires components of the DDR complex DRD1, DMS3 and RDM1, but the assembly process of this complex and the underlying mechanism for Pol V recruitment remain unknown. Here we show that all DDR complex components co-localize with Pol V, and we report the cryoEM structures of two complexes associated with Pol V recruitment—DR (DMS3-RDM1) and DDR′ (DMS3-RDM1-DRD1 peptide), at 3.6 Å and 3.5 Å resolution, respectively. RDM1 dimerization at the center frames the assembly of the entire complex and mediates interactions between DMS3 and DRD1 with a stoichiometry of 1 DRD1:4 DMS3:2 RDM1. DRD1 binding to the DR complex induces a drastic movement of a DMS3 coiled-coil helix bundle. We hypothesize that both complexes are functional intermediates that mediate Pol V recruitment.

## Abstract (web summary)

RNA polymerase V transcription in plants, which is needed DNA methylation and transcriptional silencing, requires components of the DDR complex. Here the authors show that all components of the DDR complex co-localize with Pol V and report the cryoEM structures of two complexes associated with Pol V recruitment.

## Introduction

Epigenetic regulation through DNA methylation prevents gene transcription and transposon movement in many eukaryotes. In plants, de novo DNA methylation is guided by small RNAs that target specific genomic regions in a process called RNA-directed DNA methylation (RdDM)^1^. RdDM requires two plant-specific RNA polymerases known as RNA polymerase IV (Pol IV) and RNA polymerase V (Pol V), and a number of accessory proteins with different functions^2,3^.

The canonical RdDM pathway involves several steps that can be divided in two major arms. Briefly, in the first arm of the pathway Pol IV transcripts are copied into double-stranded RNAs (dsRNAs) by RNA-DEPENDENT RNA POLYMERASE 2 (RDR2) and diced by different DICER-LIKE proteins into small interfering RNAs (siRNAs), which are then loaded into ARGONAUTE 4 (AGO4) protein^4^. In the second arm of the pathway, transcribing Pol V recruits siRNA-loaded AGO4, which in turn triggers the recruitment of the DNA methyltransferase DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), to mediate de novo methylation of cytosines in all sequence contexts (CG, CHG, and CHH, where H represents A, C, or T). Since Pol V occupancy dictates RdDM loci^5^, it is crucial to determine how Pol V is targeted to chromatin. Two methyl-DNA binding SU(VAR)3–9 homologs—SUVH2 and SUVH9—as well as components of the DDR complex—DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1 (DRD1), a putative SNF2-containing chromatin remodeling protein;^6^ DEFECTIVE IN MERISTEM SILENCING 3 (DMS3), a structural maintenance of chromosomes (SMC) hinge domain-containing protein^7^; and RNA-DIRECTED DNA METHYLATION 1 (RDM1), a plant-specific protein with a conserved DUF1950 domain^4,8^—have been shown to be required for global chromatin association of Pol V and therefore exhibit a strong RdDM mutant phenotype^5,9^. Previous studies have shown physical interactions among DDR proteins^10,11^, between SUVH2/SUVH9 and DMS3^12^, and between DRD1 and Pol V^11^. Artificial tethering of SUVH9, DMS3, or RDM1 to the *FWA* locus in different RdDM mutant backgrounds has demonstrated genetically that the DDR complex acts downstream of SUVH2/SUVH9^13^. All together, these observations have positioned the DDR complex as a key component that acts downstream of the methylation readers SUVH2/SUVH9 to recruit Pol V to RdDM loci. However, the assembly characteristics of the DDR complex and the underlying mechanism of Pol V recruitment are unknown.

Here we report cryoEM structures of the DR (DMS3-RDM1) and DDR′ (DRD1 peptide-DMS3-RDM1) complexes. Our structures reveal that DRD1 binds to a complex centralized by an RDM1 dimer core with two dimers of DMS3 bound on opposite sides. A striking conformational change occurs as a flexible coiled-coil (CC) domain of DMS3 in the DR complex becomes stabilized by binding of DRD1 in the DDR′ complex. We propose that the binding of DRD1 to the DR complex might represent an assembly step of DDR complex formation that possibly leads to the recruitment of RNA Pol V.

## Results

### DMS3 and RDM1 form a stable complex in vivo and in vitro

The DDR complex was first proposed by Law et al. as a complex of three co-precipitated proteins found in immunoprecipitation followed by mass spectrometry (IP-MS) experiments designed to identify interactors of DMS3 and DRD1^11^. We performed a reciprocal IP-MS experiment with lines expressing RDM1-3xFLAG (Fig. 1a and Supplementary Fig. 1a). As expected, we detected all three components of the DDR complex as the most abundant proteins in these samples. Importantly, the rest of the proteins identified in the experiment represent common contaminants obtained in other independent IP-MS experiments in our laboratory. Interestingly, we observed that RDM1 is more efficient at co-precipitating DMS3 compared to DRD1. Consistent with this observation, DMS3-3xFLAG IP-MS results showed higher abundance of RDM1 compared to DRD1^11^. We performed ChIP-seq experiments to analyze the genome localization of the different DDR components. The results showed strong overlap in the localization between each of the DDR proteins over Pol V sites, suggesting that they function together in vivo (Fig. 1b, c and Supplementary Fig. 1b).

**Fig. 1:**
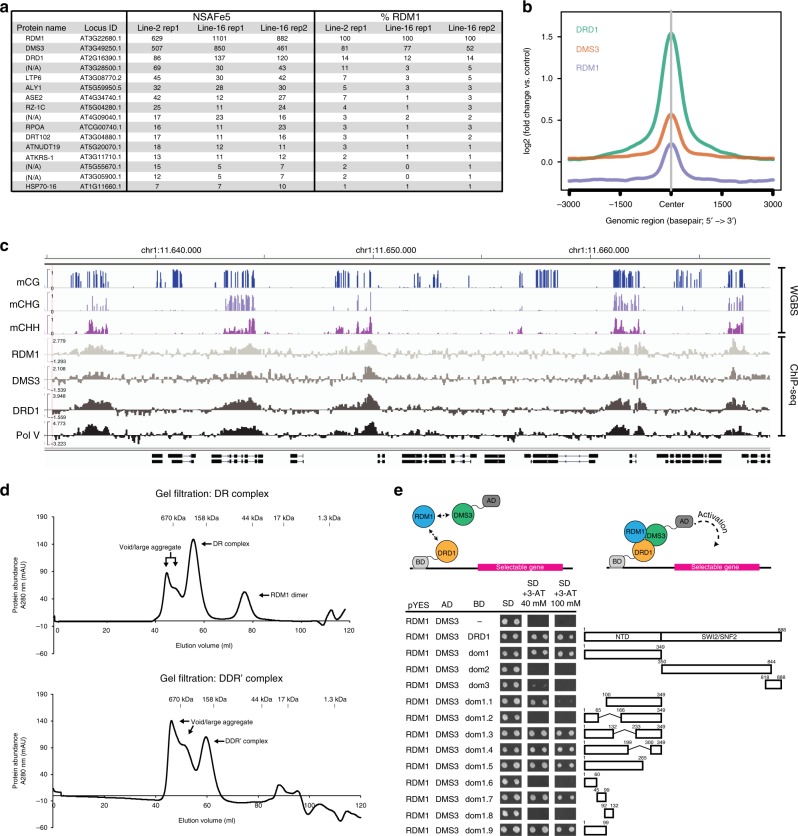
DMS3, RDM1, and DRD1 form complexes in vivo and in vitro. **a** List of proteins co-purified with RDM1 identified by mass spectrometry (MS). Only proteins present in all three independent IP experiments using RDM1-3xFLAG lines but absent in two independent IP experiments using untransformed WS control are shown. Normalized spectral abundance factor value (NSAF × 10^5^)^59^ is indicated for each protein. Estimated stoichiometry is shown as the percentage of RDM1 using NSAF values. All proteins except for the RDM1, DMS3 and DRD1 are common contaminants present in different IP-MS experiments performed in our laboratory. N/A is denoted when protein name not available. **b** Metaplot showing DRD1, DMS3 and RDM1 ChIP-seq signals over Pol V peaks. **c** Representative screenshot of a genomic region showing CG, CHG and CHH methylation levels from WGBS in wild-type control^31^, as well as ChIP-seq signals of RDM1, DMS3, DRD1 and Pol V,  expressed as log_2_ ratio over controls. **d** Gel filtration analyses of His tag affinity-purified DR complex (top) or Strep II tag affinity-purified DDR′ complex (bottom) showing that both complexes are stable and isolatable from *E. coli*. Protein molecular weight marker is indicated above each profile. Peaks eluted around 670 kDa represent void/large aggregate and will not be further characterized. **e** Y3H experiment showing interactions of the DMS3-RDM1 complex with different DRD1 fragments. Upper panel: explanatory cartoon of Y3H technique. BD: GAL4 binding domain fusion, AD: GAL4 activation domain fusion. pYES: expression plasmid under a constitutive ADH1 promoter. Growth of two independent colonies in minimal medium (SD) supplemented with increasing concentrations of 3-amino-1,2,4-triazole (3-AT) is shown. Cartoon depicting the length of the different DRD1 fragments tested is shown on the right. Numbers above each fragment indicate the position of the first and last amino acid with respect to full-length DRD1. N-terminal domain (NTD) and SWI2/SNF2 domain are indicated

To gain more insight into how the DDR components interact with each other, we carried out yeast 2-hybrid experiments (Y2H). Our data confirmed previous observations that DMS3 and RDM1 can homo- and heterodimerize^10^. However, we did not detect interactions between DRD1 and DMS3 or RDM1, or DRD1 with itself (Supplementary Fig. 1c). In an attempt to detect these interactions in a different system, we co-expressed the DDR proteins in *E. coli* and found that DMS3 and RDM1 were well expressed and formed a large complex of approximate 200–300 kDa by themselves (Fig. 1d, top), even in the absence of DRD1, which had poor solubility (Supplementary Fig. 1d). These results, together with the results obtained in IP-MS experiments, support the idea that, in addition to their interaction with DRD1, DMS3 and RDM1 form a separate stable complex, which we named the DR complex.

### Overall structure of the DR complex

Using single-particle cryoEM, we determined the structure of the DR complex to an overall resolution of 3.6 Å (Supplementary Fig. 2–5 and Table 1). The cryoEM structure shows that the stoichiometry of DMS3:RDM1 is 4:2 (Fig. 2a). The two RDM1 molecules in the DR complex form a dimer at the center of the complex (Fig. 2a). RDM1 dimerization is mainly mediated by hydrophobic interactions, which is consistent with the crystal structure of RDM1^8^. Surrounding this RDM1 dimer core are four DMS3 molecules that form two dimers, each binding to the exposed sides of a RDM1 monomer of the dimer core, opposing one another. In addition, the two DMS3 dimers bridge to each other across the RDM1 dimer core using two CC arms (Fig. 2a). Interestingly, while the two DMS3 dimers are similar to one another, the two monomers within each DMS3 dimer differ in their structures: one shows both visible hinge and CC domains, while the other monomer has a visible hinge but unresolved CC domain in the structure (Fig. 2b). For clarity, they are referred to as DMS3_hc1_ and DMS3_h_, respectively.

**Table 1:** CryoEM data collection, refinement and validation statistics

	DR complex (EMD-20080) (PDB 6OIS)	DDR′ complex (EMD-20081) (PDB 6OIT)
*Data collection and processing*		
Magnification	130,000	130,000
Voltage (kV)	300	300
Electron exposure (e^–^/Å^2^)	52.4	47.2
Defocus range (μm)	−1.5 to −2.5	−1.5 to −2.5
Pixel size (Å)	1.07	1.07
Symmetry imposed	C1	C1
Initial particle images (no.)	1,543,489	2,482,628
Final particle images (no.)	314,414	620,248
Map resolution (Å)	3.6	3.5
FSC threshold	0.143	0.143
Map resolution range (Å)	3.0–5.0	3.0–5.0
*Refinement*		
Initial model used	n/a	n/a
Model resolution (Å)	4.6	4.0
FSC threshold	0.5	0.5
Model resolution range (Å)	4.6	4.0
Map sharpening *B* factor (Å^2^)	−138.9	−194.1
Model composition		
Non-hydrogen atoms	10,732	12,085
Protein residues	1365	1536
Ligands	–	–
*B* factors (Å^2^)		
Protein	75.6	30.6
Ligand	–	–
R.m.s. deviations		
Bond lengths (Å)	0.01	0.01
Bond angles (°)	1.27	1.25
Validation		
MolProbity score	1.62	1.55
Clashscore	5.99	5.33
Poor rotamers (%)	0.59	0.53
Ramachandran plot		
Favored (%)	95.82	96.15
Allowed (%)	4.18	3.85
Disallowed (%)	0.00	0.00

**Fig. 2:**
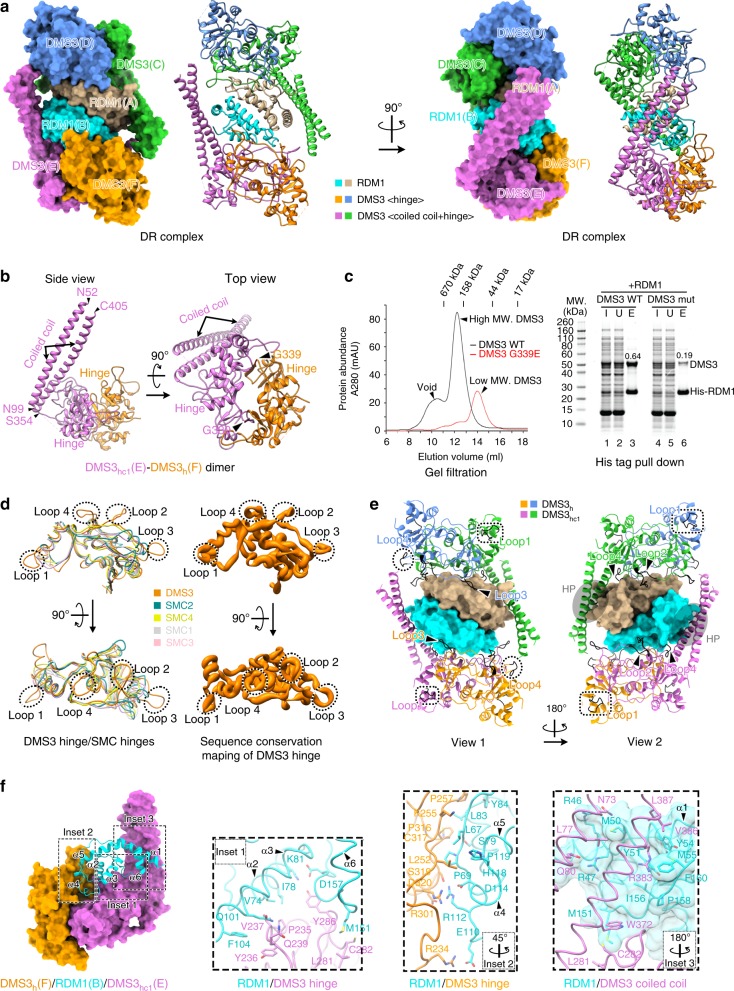
Structure of the DR (DMS3-RDM1) complex. **a** Two orthogonal views of the overall DR complex structure. Left panel of each view: surface representation; Right panel of each view: ribbon representation sharing the same view as the corresponding left panel. Chain names are shown inside the parentheses. **b** Two orthogonal views of the DMS3 dimer (DMS3_hc1_-DMS3_h_) in the DR complex. Chain names are shown inside the parentheses. **c** Left: a gel filtration profile of His tag affinity-purified DMS3 WT and DMS3 G339E. Protein molecular weight marker is indicated above. Right: a representative gel from His tag pulldown experiment. His tag-RDM1 is co-expressed with either DMS3 WT or DMS3 G339E in *E. coli*. Lysates are used in the pulldown experiment on magnetic Ni-NTA agarose bead. Input (I), unbound (U), and eluate (E) are analyzed by SDS-PAGE and protein staining. Numbers on eluted DMS3 bands represent normalized DMS3/RDM1 signals (see Methods section). The uncropped image is shown in Supplementary Fig. 11a. **d** Left: structural comparison of the hinge domains of DMS3 and those of SMC1-4. Four unique loops of the DMS3 hinge are identified as loop 1 to loop 4 (from N- to C-terminal). PDB IDs of SMC1 and 3, and SMC2 and 4 used in the analysis are 2WD5 and 4RSI, respectively. Right: mapping sequence conservation onto the DMS3 hinge domain structure sharing the same view as the corresponding left panel. The plant species used for DMS3 sequence conservation analysis are the same as the species in Supplementary Fig. 6b. Thicker ribbon regions represent more conserved sequences. **e** Interactions of DMS3 hinge’s loops in the DR complex. Hydrophobic pockets (HP) are marked with translucent gray ellipses. **f** Extensive interactions between DMS3 and RDM1. Chain names are shown inside the parentheses. The inset views are the interactions between RDM1 and different DMS3 domains. Interaction between the HP of RDM1 and DMS3 CC is shown in inset 3

### DMS3 and its extensive interactions with RDM1

Compared to bona fide SMC proteins, DMS3 lacks the ABC-type ATPase head but contains a SMC hinge domain and has a much shorter flanking CC domain (Supplementary Fig. 6a). As predicted, DMS3 contains a central SMC hinge domain flanked by two ~50 residues long helices (Fig. 2b). N-terminal region aa. 1–42 and C-terminal region aa. 410–420 were not visible in all DMS3 monomers of our structures, probably due to flexibility. DMS3 dimerizes using two hinge domains in a hand-shake configuration, forming a donut shape (Fig. 2b). Dimerization is mostly mediated by two reciprocal contacts between two β strands (residues 225–229 and residues 334–338) from each monomer, which fold into a continuous β-sheet system, spanning across the two monomers (Supplementary Fig. 8). Each DMS3 folds 180° around its hinge domain, allowing the alpha helices on the N- and C-termini to form an antiparallel CC arm (Fig. 2b). This type of dimerization and folding is consistent with that of SMC family members^14–17^. Interestingly, an ethyl methanesulfonate (EMS) mutagenesis screening in Arabidopsis identified a G339E mutation of DMS3 that resulted in loss of de novo DNA methylation^7^. Our cryoEM structure shows that this G339 residue is located at the dimerization interface between the two hinge domains (Fig. 2b and Supplementary Fig. 8). Mutation from a no-side chain glycine to a bulky glutamate would create steric clashes between the two monomers that could disrupt this dimerization interface (Supplementary Fig. 8). Consistent with this prediction, we found that the size distribution of recombinant DMS3 WT and G339E mutant were drastically different from each other in gel filtration profiles—with the G339E mutant showing elution at a smaller molecular weight (Fig. 2c, left).

When we compared the structure of DMS3 hinge with those of SMC1–4, we found that while most regions of the hinge domains are highly similar, DMS3 possesses four distinct loops—i.e., loops 1–4 (Fig. 2d). Furthermore, sequence alignment of the DMS3 orthologs from different plant species indicated that the four loops are conserved among DMS3 orthologs (Fig. 2d, right and Supplementary Fig. 6b). Loop 1 is located most distal to the core, contributing to DMS3 dimerization; loops 2 and 3 face toward the center of the DR complex, participating in the DMS3-RDM1 interactions; loop 4 is on lateral side, contacting either RDM1 or the CC domain from the other DMS3 dimer (Fig. 2e). It is worth noting that DMS3 dimer interacts with RDM1 in an asymmetric way, causing the same loops from the two monomers to participate in different interactions. Some of these loops are not interacting with other residues in the complex and their functions are thus unknown.

Our cryoEM structure of the DR complex also reveals numerous interactions between DMS3 dimer and RDM1, with a buried interface with an estimated area of ~31% of the RDM1 dimer surface area. Both the hinge dimer and the CC arm of DMS3 interact with RDM1 (Fig. 2f). The hinge dimer-RDM1 interaction is mainly contributed by hydrophobic residues, while few residues are involved in hydrogen bond networks (Fig. 2f, inset 1 and 2). Importantly, the G339E mutation, which disrupted the DMS3 dimer, resulted in a severe loss of DMS3-RDM1 interaction in a pulldown experiment (Fig. 2c, right). This indicates that DMS3 dimerization is crucial for stable interaction between DMS3 and RDM1 in the DR complex. In addition, RDM1 contains a hydrophobic pocket (HP) formed by helix α1, α6, and the last C-terminal segment of RDM1 (Fig. 2f). This pocket binds to CHAPS in a crystal structure^8^, and a mutation (Y51A + Y54A) designed to disrupt this pocket failed to complement an *rdm1* mutant^10^. Notably, both pockets are occupied by the CC arm of DMS3 in our cryoEM structure (Fig. 2e, f, inset 3). Together, our observations show that RDM1 dimerization at the center of the complex brings together two DMS3 dimers to form a 4 DMS3:2 RDM1 stoichiometry (Fig. 2a); this dimerization seems to play a critical role in maintaining the intact architecture of the complex (also see the Discussion section).

### DRD1 binding in the DDR′ complex induces a drastic CC movement

DRD1 is a 100-kDa member of the SNF2 protein family that possesses a helicase-like SWI2/SNF2 domain on its C-terminus. Except for a small conserved region (aa. 238–302) preceding the SWI2/SNF2 domain, most of the N-terminal domain (NTD) is not conserved in other Arabidopsis SWI2/SNF2-containing proteins (Supplementary Fig. 9). This uncharacterized domain could thus potentially mediate the specific interaction of DRD1 with the DR complex. Even though DRD1 is a part of the DDR complex, our Y2H experiment failed to show any binary interactions with DMS3 or RDM1 (Supplementary Fig. 1c). However, we found that when all three proteins were expressed together in a yeast 3-hydrid system (Y3H), DRD1 interaction was detected (Fig. 1e). These data suggest that DMS3-RDM1 interaction is a prerequisite for a stable interaction of DRD1. Due to poor solubility of the full-length DRD1 in *E. coli* (Supplementary Fig. 1d), we utilized the Y3H system to search for a soluble minimal region of DRD1 capable of interacting with the other proteins (Fig. 1e). We identified a DRD1 region—which we called peptide 7—that was sufficient and required for interaction of DRD1 with DMS3 and RDM1 (Fig. 1e, dom1.7). Sequence alignment showed that peptide 7 is conserved among the DRD1 proteins from different plant species but not found in other SWI2/SNF2 proteins (Fig. 3a and Supplementary Fig. 9). When co-expressed in *E. coli*, DMS3, RDM1, and DRD1 peptide 7 formed a stable and isolatable complex that we called the DDR′ complex (Fig. 1d). Using single-particle cryoEM, we determined the structure of the DDR′ complex to an overall resolution of 3.5 Å. While the overall structural framework of the DDR′ complex is similar to that of the DR complex, DDR′ exhibits two significant structural differences (Fig. 3b–d).

**Fig. 3:**
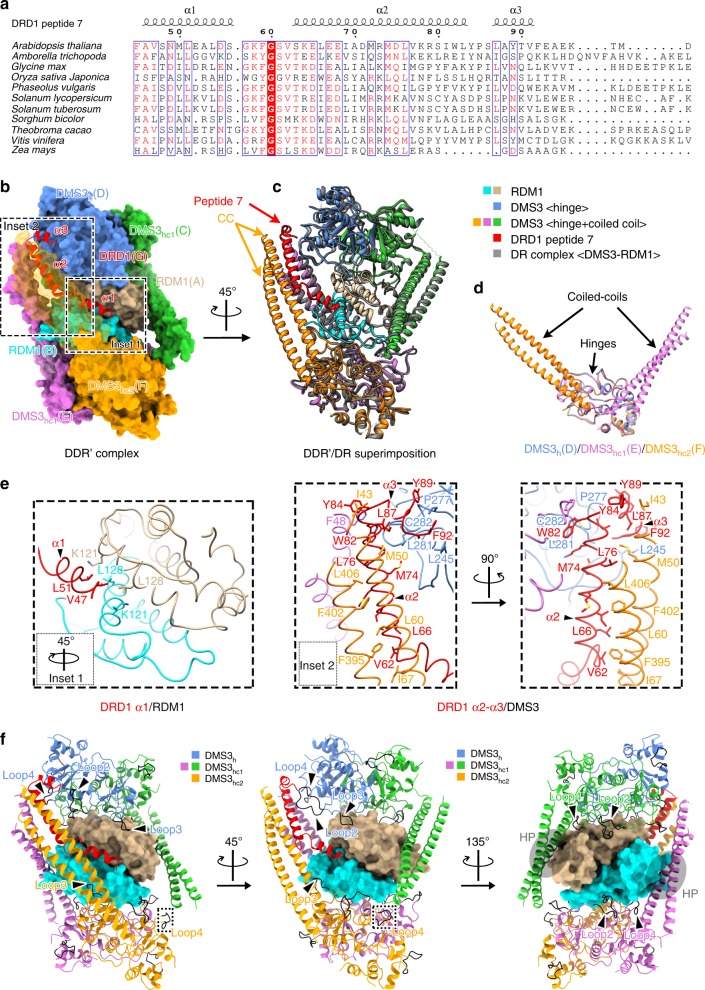
Binding of DRD1 to the DR complex induces a drastic coiled-coil movement. **a** Sequence comparison of DRD1 peptide 7 from multiple plant species using T-Coffee server^60^. Red background marks sequences with strict identity (100%); blue box marks sequences with more than 60% similarity; red text marks conserved amino acids. **b** Overall structure of the DDR′ complex (DRD1 peptide 7-DMS3-RDM1). Chain names are shown inside the parentheses. DMS3 and RDM1 are shown as surface (the CC domain of DMS3_hc2_(F) in front of DRD1 peptide 7 is shown transparently), while DRD1 peptide 7 is shown as ribbon. **c** Superimposition of the DR (all in gray) and DDR′ complexes revealing structural differences. **d** Structural comparison between DMS3_h_, DMS3_hc1_, and DMS3_hc2_. Chain names are shown inside the parentheses. **e** The interactions between DRD1 peptide 7 and DMS3/RDM1. All insets are taken from Fig. 3b. Inset 1: residual interactions between DRD1 α1 segment and a cleft at the RDM1 dimer interface. Inset 2: two orthogonal views showing the residual interactions between DRD1 α2–α3 segments and DMS3. **f** Loop 2 to loop 4 in the DDR′ complex contribute to the interaction of DMS3 with DRD1 and RDM1. HP, hydrophobic pocket of RDM1

First, DRD1 peptide 7 forms three helices (α1, α2, and α3) and binds to DMS3-RDM1 in the DDR′ complex (Fig. 3b, c). Helix α1 is threaded into a symmetric, hydrophobic cleft formed by the RDM1 dimer interface involving the residues Lys121 and Leu128 (Fig. 3e, inset 1). On the other hand, α2 engages in hydrophobic interactions with two CC arms and one hinge from three DMS3 molecules, while α3 interacts with one CC arm and one hinge from two DMS3 molecules (Fig. 3e, inset 2). Notably, DMS3_h_ loop 2, which is freely available in the DR complex now interacts with α3 of DRD1 (Figs. 2e and 3f, blue DMS3_h_(D)). In addition, DMS3_h_ loop 4, which contacts the CC arm in the DR complex now interacts with α2 of DRD1 peptide 7 (Figs. 2e and 3f, blue DMS3_h_(D)). We attempted to model another DRD1 peptide 7 with the same interactions into the complex, however, this resulted in steric clashes between the two α1 helices (Fig. 4a). Therefore, the DDR′ complex most likely contains only one molecule of the peptide.

**Fig. 4:**
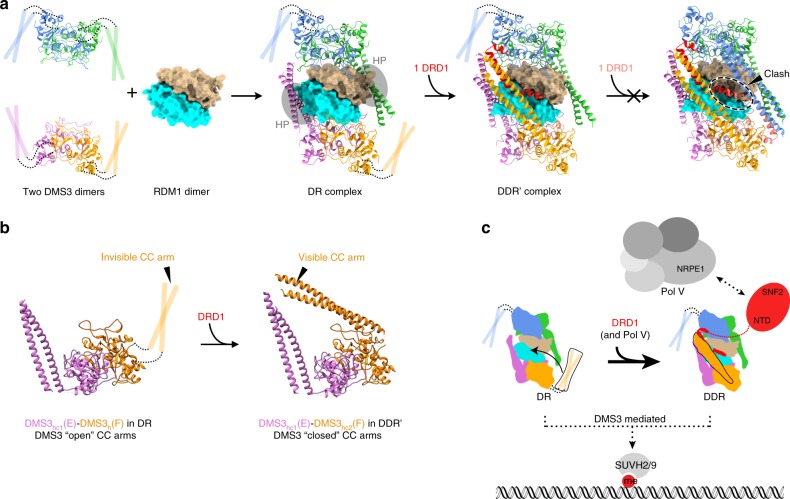
Possible assembly pathway of the DDR complex that leads to Pol V recruitment. **a** The assembly characteristics of the DR and DDR′ complex. The DR complex is a prerequisite for binding of DRD1 peptide 7 but can accommodate only a single DRD1 peptide. Steric clash between the two peptides is expected if another DRD1 peptide binds to the complex. HP, hydrophobic pocket of RDM1. **b** DRD1 binding converts the DMS3 dimer from “open” to “closed” state. Chain names are shown inside the parentheses. **c** Possible mechanisms of chromatin targeting of the DDR complex and Pol V recruitment. The DDR complex is assembled from binding of DRD1 protein to the DR complex. Pol V is then recruited to the DDR complex through interaction with DRD1. However, it is also possible that Pol V is recruited at the same time as DRD1, as a preformed DRD1-Pol V complex. Chromatin targeting could happen during either step and is likely to be mediated, at least, by interaction between DMS3 and methylated DNA binders SUVH2 or SUVH9

A second major difference between the DR and DDR′ complexes is that the disordered CC arm of one DMS3_h_ in the DR complex became ordered and visible in the DDR′ complex (i.e., the CC in DMS3_hc2_). This CC arm is the one that engages in the interaction with DRD1 peptide 7 (see above). This suggests that the large conformational change of this CC arm is triggered by DRD1 peptide 7 binding. Intriguingly, the ordered CC arm has a unique conformation that is not observed in the DR complex (Fig. 3d). This DMS3 monomer with newly ordered CC arm was named DMS3_hc2_ (Fig. 3b). Combined with the two DMS3 states already seen in the DR complex, we have three different DMS3 states (DMS3_h_, DMS3_hc1_ and DMS3_hc2_) in the DDR′ complex (Fig. 3d). It is noteworthy that the CC arms from two DMS3_hc1_ are seen in both the DR and DDR′ complexes (Figs. 2e and 3f). These two CC arms do not interact with DRD1 peptide 7. Instead, they are mainly interacting with the hydrophobic pockets of RDM1 (see above) (Fig. 2f).

To confirm the organization within the DDR′ complex, we applied different protein cross-linking reagents—disuccinimidyl suberate (DSS) and adipic dihydrazide (ADH) in combination with 4-(4,6-dimethoxy-1,3,5-triazin-2-yl)-4-methyl-morpholinium chloride (DMTMM)—to the DDR′ complex and analyzed protein–protein interactions using mass spectrometry (MS). We found that the N- and C-coils of DMS3 exhibits extensive internal cross-links as they fold to form the CC arm, RDM1 cross-links mostly to the hinge domain of DMS3, and lastly DRD1 peptide 7 cross-links with the CC of DMS3 (Supplementary Fig. 7 and Supplementary Data 1). These cross-linking-MS (XL-MS) data were in good agreement with our results from the cryoEM analyses.

## Discussion

We report here the structures of the Arabidopsis Pol V recruitment complexes DR (DMS3-RDM1) and DDR′ (DRD1 peptide 7-DMS3-RDM1). The structures of the two complexes are similar at their core—two DMS3 dimers bridged by an RDM1 dimer. We hypothesize that the DR complex might represent an early intermediary complex prior to the formation of the full DDR complex. This is supported by two lines of evidence. First, while expressing the proteins we observed that the DR complex is stable by itself without DRD1. Second, a high enrichment of DMS3 and RDM1 was observed in different mild IP experiments (at 150 mM NaCl) from plant tissues, where DMS3 co-precipitated with higher amounts of RDM1 than DRD1^11^ and RDM1 co-precipitated with higher amounts of DMS3 than DRD1 (Fig. 1a). Combining our structural and biochemical analyses of the DR and DDR′ complex with previous genetic studies paints a possible picture of how the DDR complex may assemble (Fig. 4a).

From the structure, RDM1 dimerization at the core brings together two DMS3 dimers to form a stoichiometry in the DR complex of 4 DMS3:2 RDM1 (Fig. 4a). This is supported by Sasaki et al., who reported that an RDM1 mutant containing L128R and I132R prevented homodimerization and failed to genetically rescue an *rdm1* mutant. However, this mutant maintained its normal ability to interact with DMS3^10^. In the DR complex, two CC arms of DMS3 are interacting with the hydrophobic pockets (HP) of the RDM1 dimer, while the remaining CC arms are free and disordered (Fig. 4a). By comparing structures of the DR with the DDR′ complexes, it appears that as the DDR complex assembles, the binding of DRD1 peptide 7 to the DR complex induces a striking movement of the flexible CC arm of one DMS3_h_ to become ordered and assume the DMS3_hc2_ conformation in the DDR′ complex (Fig. 3b, c, DMS3_hc2_(F)). It is also possible that a larger fragment of DRD1 NTD might stabilize the last missing CC arm of DMS3_h_(D) in the DDR′ complex. The newly ordered CC arm is positioned close to the CC arm of DMS3_hc1_ from the same DMS3 dimer (DMS3_hc1_(E)-DMS3_hc2_(F)) in the DDR′ complex in a state that we refer as a “closed” state (Fig. 4b), and thus the corresponding DMS3 dimer which has a flexible CC arm in the DR complex is referred as an “open” state. A similar large conformational change of the CC arms has also been observed in other SMC complexes (Supplementary Fig. 10, bottom panel) and is thought to regulate their association with DNA^18–20^. However, compared to the SMC complexes, DMS3 exhibits significant differences in the orientation of CC arms (Supplementary Fig. 10). The conformational change observed in DMS3 is also likely to fulfill a different purpose since the inside surface of DMS3 hinge is occupied by RDM1 and contains no significant positively charged patch presumed to bind DNA, as observed in SMC proteins^14,19^. In addition, this conformation change in DMS3 is driven by the binding of DRD1 peptide 7, rather than ATP hydrolysis like in SMC complexes. Given that peptide 7 extensively interacts with the free CC arm, we envisage that the free CC arm in the DR complex is used for DRD1 recruitment to assemble the full DDR complex (Fig. 4a). Further work will be needed to determine whether or not this CC arm by itself is sufficient for this task in the DDR complex.

In both DR and DDR′ complexes, an RDM1 dimer serves as a pillar of the assemblages by providing interacting surfaces for DMS3 dimers. However, it is evident from the DDR′ complex that the RDM1 dimer also participates in DRD1 binding. While helices α2 and α3 of DRD1 peptide 7 engage in interaction mostly with CC arms and a hinge of DMS3, respectively, helix α1 binds to the hydrophobic cleft formed by residues Lys121 and Leu128 at the RDM1 dimer interface (Fig. 3e). Therefore, the RDM1 dimer contributes more than merely preserving integrity of the complexes—it creates a surface for DRD1 interaction. How much this surface alone contributes to DRD1 recruitment remains to be determined. However, our Y2H data suggested that RDM1 by itself could not interact with DRD1 (Supplementary Fig. 1c). Likely, multiple interactions that peptide 7 engages are needed. This is also consistent with our Y3H data showing that DRD1 can only interact when both DMS3 and RDM1 are present (Fig. 1e). Collectively, our data support that the formation of the DR complex is a prerequisite for stable DRD1 binding (Fig. 4a).

We hypothesize that the recruitment of Pol V might be directly bridged by DRD1, given their reported close physical association. Law et al. observed two populations of DRD1 protein in gel filtration experiments with plant nuclear extracts—one co-migrating with the DDR complex and another co-migrating with a large Pol V complex^11^. Supporting this idea, DRD1 was unstable when the Pol V’s catalytic subunit NRPE1 was knocked out in plants^21^. At this point it is unclear if Pol V is recruited directly to the fully assembled DDR complex or if a preformed DRD1-Pol V complex is recruited to the DR complex (Fig. 4c). It is worth noting that the peptide 7 that interacts within the DDR′ complex is a small part of DRD1; >90% of the protein is missing, including most of its N-terminal domain and the C-terminal half containing the SWI2/SNF2 ATPase domain. Thus, in vivo, DRD1 might function beyond bridging Pol V. For instance, the ATPase domain may exert a chromatin remodeling function to ensure either proper Pol V recruitment or to aid in transcriptional processivity^4,22–24^, or it may regulate processing of RNA transcripts^25^. Consistent with this, mutations in the DRD1 ATPase domain abolished RdDM^6,7^.

Gao et al. proposed that the hydrophobic pocket of RDM1 binds to methylated single stranded DNA in a CHH context and suggested that RDM1 thus recruits the RdDM machinery to methylated chromatin^26^. Our cryoEM structures, in contrast, clearly show that both hydrophobic pockets of the RDM1 dimer are occupied with CC domains of DMS3_hc1_ in both DR and DDR′ complexes (Figs. 2e, f, and 3f, right). One explanation for the discrepancy between our observations and the Gao et al. study could be artificial protein binding due to the high protein concentration conditions used in their EMSA experiments (i.e., ~10 μM)^26^. Another possibility is that interactions of the DDR complex with other proteins could promote regulated displacement of the coiled-coil domain to allow DNA binding upon chromatin localization.

Our recent gain-of-function, zinc finger-tethering experiments coupled with loss-of-function RdDM mutants showed that DMS3 and RDM1 are able to trigger RdDM in a *suvh2 suvh9* double mutant, but SUVH9 was unable to trigger RdDM in *dms3* or *rdm1* (or *drd1*) mutants^13^. These experiments clearly place SUVH2/9 upstream of the function of the DDR components. Furthermore, DMS3 and RDM1 were unable to trigger RdDM in either a *drd1* mutant, or in a mutant of Pol V’s catalytic subunit (*nrpe1*), placing the action of DMS3 and RDM1 upstream or at the same step as DRD1 and Pol V. Previous work from Y2H has suggested that DMS3 could be the DDR component that physically interacts with SUVH2/9^4,9,12^. These results, together with the results of the current study, suggest a hypothetical model for the recruitment of Pol V activity in RdDM (Fig. 4c). The model suggests that the DR complex formation is a prerequisite for the recruitment of DRD1 to form the DDR complex. The methylated DNA reader proteins SUVH2/9 could serve as recruiters of the DR and/or DDR complexes to sites previously methylated by RdDM. The DRD1 protein then could serve as a bridge between the DDR and Pol V complexes to ultimately recruit Pol V, which is required to perpetuate additional RdDM.

In summary, in this work we determined the structures of the DR and DDR′ complexes. Conversion from DR to DDR′ complexes could represent a transitional assembly step of the DDR complex leading to Pol V recruitment (Fig. 4c). The structures reveal a shift in conformation of DMS3’s CC domains from an “open” to a “closed” state upon binding of DRD1 to form the DDR complex. Further determination of the recruitment mechanisms of Pol V to the DDR complex and of the DDR to chromatin awaits a structural understanding of the bipartite interactions mediated by DRD1 with both the DR complex and Pol V, as well as those mediated by DMS3 with both the DDR complex and SUVH2/9.

## Methods

### Generation of transgenic RDM1-3xFLAG lines

A cassette containing 3xFLAG was cloned into the pENTR-RDM1 plasmid that contains a genomic fragment of RDM1^13^ to generate pENTR-RDM1-3xFLAG. The RDM1-3xFLAG fragment was transferred to the JP726 destination plasmid^27^ using LR clonase (Invitrogen) to create pEG-RDM1-3xFLAG. This plasmid was introduced into agrobacterium AGL0, which was used to transform *rdm1-3* (FLAG_298G06) plants by the floral dip method.

### Whole-genome bisulfite sequencing

Genomic DNA from Wassilewskija (WS), *rdm1*-3 and two independent lines expressing RDM1-3xFLAG was extracted using the DNAeasy Plant Mini Kit (Qiagen). DNA were sheared to 300 bp with a Covaris S2 (Covaris). Libraries, including bisulfite conversion, were made with the NuGEN Ultralow Methyl-seq kit (NuGEN) and EpiTect Bisulfite kit (Qiagen) following manufacturer’s instructions. WGBS analysis was performed similar as before^13^. In general, raw reads were aligned to TAIR10 genome using BSMAP^28^ with –v 2 (allowing maximal two mismatches) and –n 1 (aligning to both strands). Reads were discarded if there were more than three consecutive methylated CHH sites within the reads (for 50 bp long read)^29^. Methylation levels at each cytosine were calculated as #C/(#C+#T). DMRs between WS and *rdm1* were defined using R package DMRcaller^30^. To define CHH DMRs, parameters were applied as before^31^. Basically, 100 bp bins with more than four cytosines and each cytosines with more than 4 read coverage as well as more than 0.1 difference between *rdm1* and WS were used as cutoff. DMRs within 200 bp of each other were merged for further analysis. Cytosine methylation over *rdm1* hypo CHH DMR were extracted and plotted in R. WGBS tracks displayed in Fig. 1c correspond to wild-type Col-0 samples as described in Stroud et al.^31^.

### Immunoprecipitation and mass spectrometry (IP-MS)

IP-MS was performed as described previously with minor modifications^11^. Two independent RDM1-3xFLAG lines as well as untransformed WS control plants were grown on soil on long-day conditions. Ten grams of inflorescences were collected, grinded in liquid nitrogen and resuspended in 40 mL IP buffer (50 mM Tris pH 7.6, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP40, 0.5 mM DTT, 1 mM PMSF, 1 μg μL^−1^ pepstatin, and 1× Complete EDTA-Free (Sigma)). Tissue was homogenized by douncing, centrifuged for 10 min at 10,000 × *g* at 4 °C and filtered with a 100 μm cell trainer. Two hundred and fifty microliters of Anti-FLAG M2 magnetic beads (Sigma; M8823) were used per sample. Before adding to sample, beads were washed two times in IP buffer, then blocked for 15 min at RT in IP buffer with 5% w/v BSA, and washed two more times with IP Buffer. After incubation at 4 °C for 3 h with rotation, samples were washed five times with IP buffer followed by two washes with IP buffer without NP40. Proteins were eluted three times with 150 μL IP buffer without NP40 but supplemented with 250 μg mL^−1^ 3xFLAG Peptide (Sigma; F4799). The eluted proteins were precipitated with TCA for 30 min on ice and washed with cold acetone and air dried.

TCA precipitated samples were resuspended in 100 mM Tris pH 8.5, 8 M urea and digested by the sequential addition of endoproteinase Lys-C and trypsin as previously described^32^. Digested samples were then fractionated online using reversed-phase chromatography and eluted directed into a Q-Exactive mass spectrometer (ThermoFisher Scientific) where tandem mass spectra were collected using a data-dependent acquisition scheme^33^. Data were subsequently analyzed using the IP2 suite of algorithms which utilizes ProLuCID for database searching and DTASelect for filtering using decoy-database estimated false discovery rates^34,35^. Comparison of peptide and protein identifications across samples were performed using in-house scripts.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described previously with minor modifications^13^. Briefly, 3 g of inflorescences from RDM1-3xFLAG plants described in this work, as well as DMS3-3xFLAG and DRD1-3xFLAG plants described in Law et al.^11^ grown on soil under long day conditions, were grinded in liquid nitrogen and fixed in Nuclei Isolation Buffer containing 1% v/v formaldehyde. Fixation reaction was stopped with addition of glycine, nuclei were extracted, and chromatin sonicated using a Bioruptor Plus (Diagenode). Chromatin was immunoprecipitated with 5 μg of anti-FLAG M2 antibody (Sigma; F1804) overnight at 4 °C with rotation and captured with a 1:1 mix of protein G and protein A Dynabeads (Invitrogen; 10002D and 10004D) for 3 h at 4 °C with rotation. Complexes were washed once with Low Salt Buffer, once with High Salt Buffer, once with LiCl buffer and twice with EB buffer, then eluted in elution buffer twice at 65 °C for 20 min. Cross-link reversal was done overnight at 65 °C, followed by proteinase K treatment 4 h at 45 °C. DNA was purified using phenol:chloroform and precipitated overnight at −20 °C in NaOAc, ethanol and Glycoblue (Invitrogen). Sequencing libraries were prepared using the Ovation Ultra Low System V2 1-16 kit (NuGEN), following the manufacturer’s instructions.

For data analysis, raw reads were aligned to the Arabidopsis reference genome (TAIR10) with Bowtie (v1.0.0)^36^, allowing only uniquely mapping reads with at most two mismatches, and duplicated reads were removed with Samtools 0.1.19^37^. 

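RNA polymerase V (Pol V) transcribes the loci that RNA-directed DNA methylation (RdDM) acts on, and its positions came from a published chromatin immunoprecipitation and sequencing (ChIP-seq) experiment with an antibody against Pol V and a control without antibody. From the peaks called on those reads, the authors deposited a list with 1 position per peak, its summit, and a whole-number score from the peak caller. The list holds 11478 summits on the 5 nuclear chromosomes of TAIR10, the Arabidopsis genome build of the study, and 1 blank record that was left out here. The score is the authors' value, its unit is not named in the list, and it was used only to rank, filter and describe peaks within the list. It ran from 28 to 1615, with a median of 169 and quartiles of 79 and 352. The numbers given to the peaks reach 12227, of which 749 (6.13%) are absent from the list. Chromosome 1 held 2857 summits (93.9 per Mb), chromosome 2 held 2171 (110.2 per Mb), chromosome 3 held 2170 (92.5 per Mb), chromosome 4 held 1812 (97.5 per Mb) and chromosome 5 held 2468 (91.5 per Mb). The list comes from a single peak call and gives no read counts, so the depth behind each peak is unknown and no replicate error can be given for any summit. Confidence intervals on shares of summits cover counting error only. 
The summits were placed on the RefSeq annotation of TAIR10.1, which lists 27444 protein-coding genes on these chromosomes. All summits fell inside the chromosomes and 0 fell in runs of undetermined bases. Each property of the summits was set against 1000 sets of the same number of positions drawn at random on the same chromosomes, a permutation test of position whose smallest two-sided p is 0.002 with this number of sets. Such a test compares the listed positions with random ones and does not cover the variation between ChIP-seq experiments. Because the study kept only reads that map to a single place, the 50-base sequences (50-mers) that occur once in the genome were counted within 250 bp of each summit. The length of 50 is the one the paper reports for the anti-FLAG reads, and it gives none for the Pol V reads. On average 97.9% of these 50-mers were unique, against 93.9% ± 0.174 (SD of the random sets, permutation p = 0.002). When the random positions were drawn only from starts of unique 50-mers, the difference was 0.161 percentage points and no longer passed the threshold (permutation p = 0.0559).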

Pol V peaks were called comparing Pol V antibody ChIP against no antibody control ChIP described in Liu et al.^38^, using MACS2 with *q*-value 0.05 (v 2.1.1)^39^. For ChIP-seq metaplot and heatmap, the summit of peaks with more than twofolds of enrichment were used and plots were generated using NGSplot (v 2.41.4)^40^. 

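Of the 11478 summits, 2581 lay in a protein-coding gene, a share of 22.5% (95% Wilson interval 21.7 to 23.3%). Random positions had a share of 54.1% ± 0.463 (SD of 1000 sets, two-sided permutation p = 0.002). Among these 2581 summits, 2018 were in an exon and 563 between exons. Another 3424 summits (29.8%, interval 29.0 to 30.7%) lay outside protein-coding genes and within 1000 bp upstream of the start of one, against 14.0% ± 0.319 of the random positions (permutation p = 0.002). Much of that difference goes with the small number of summits in genes. Random positions given the same number inside and outside protein-coding genes on each chromosome, a comparison added after the data were examined, reached 23.8% ± 0.366 upstream (permutation p = 0.002). Nor was the excess confined to the upstream side. Within 1000 bp downstream of a gene end lay 2374 summits (20.7%), against 10.5% of the determined bases. A summit can be upstream of 1 gene and downstream of another. A total of 8057 summits (70.2%) lay outside every annotated gene, where 35.8% of the determined bases lie. Outside protein-coding genes, 559 summits (4.87%) lay in pseudogenes, which hold 8.70% of these bases. Long non-coding RNA genes held 162 summits (1.41%) and 0.748% of these bases. Counted over all protein-coding genes in steps of 100 bp, summits were most frequent from 500 to 400 bp upstream of the gene start, with 537 summits in that step against 337 ± 19.8 (SD of 20 sets) for the random positions with the same share in genes. In the last 100 bp before the gene start there were 205 summits against 418 ± 19.3.

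**Figure D1:**
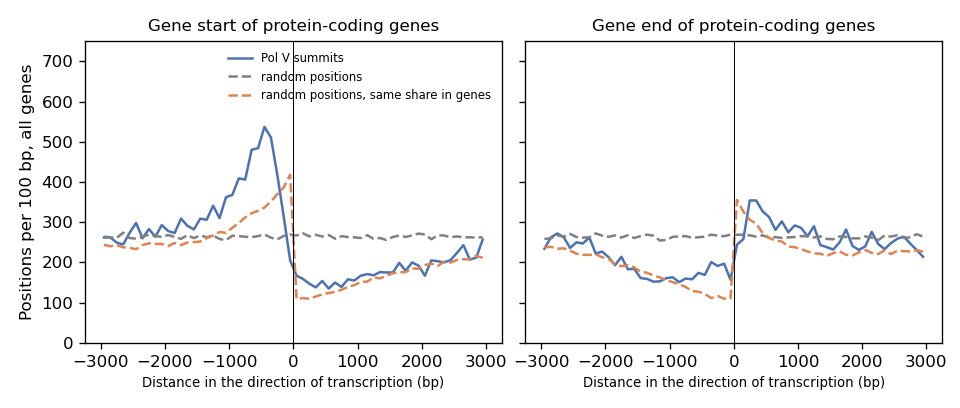
Pol V summits around the starts and ends of protein-coding genes. The x axis is the distance in bp in the direction of transcription, and the y axis is the number of positions per 100 bp summed over all genes. The blue line shows the listed summits, the grey dashed line the mean of 20 sets of random positions, and the orange dashed line the mean of 20 random sets with the same share in genes. The blue line peaks at 537 from 500 to 400 bp upstream of gene starts.

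The 8057 summits outside genes had a median score of 189 and the 2581 in protein-coding genes a median of 101, a difference of 88 (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest it can give). The mean GC content within 250 bp was 32.5% at summits and 36.0% ± 0.0576 at random positions (permutation p = 0.002), a difference of -3.55 points. Random positions with the same share in protein-coding genes had 34.3% ± 0.0572, a difference of -1.79 points (permutation p = 0.002). Much of the GC difference thus goes with the small number of summits in genes. Across 238 bins of 500 kb, which are not independent replicates, summit density fell as gene density rose, with a Spearman's rho of -0.44 (p = 0.002 from 1000 circular shifts within chromosomes). Pearson's r was also negative, at -0.19, but did not pass the threshold (p = 0.226 from the same kind of shifts), so a linear relation was not resolved. Summit density did not fall over the whole range of gene density. The 48 bins with the fewest genes had 118.5 summits per Mb, the next 48 bins had 143.4 and the 47 bins with the most genes had 52.9. With Benjamini-Hochberg adjustment over the 7 main tests, the adjusted p was 7e-05 for the score and 0.002 for each of the others.

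**Figure D2:**
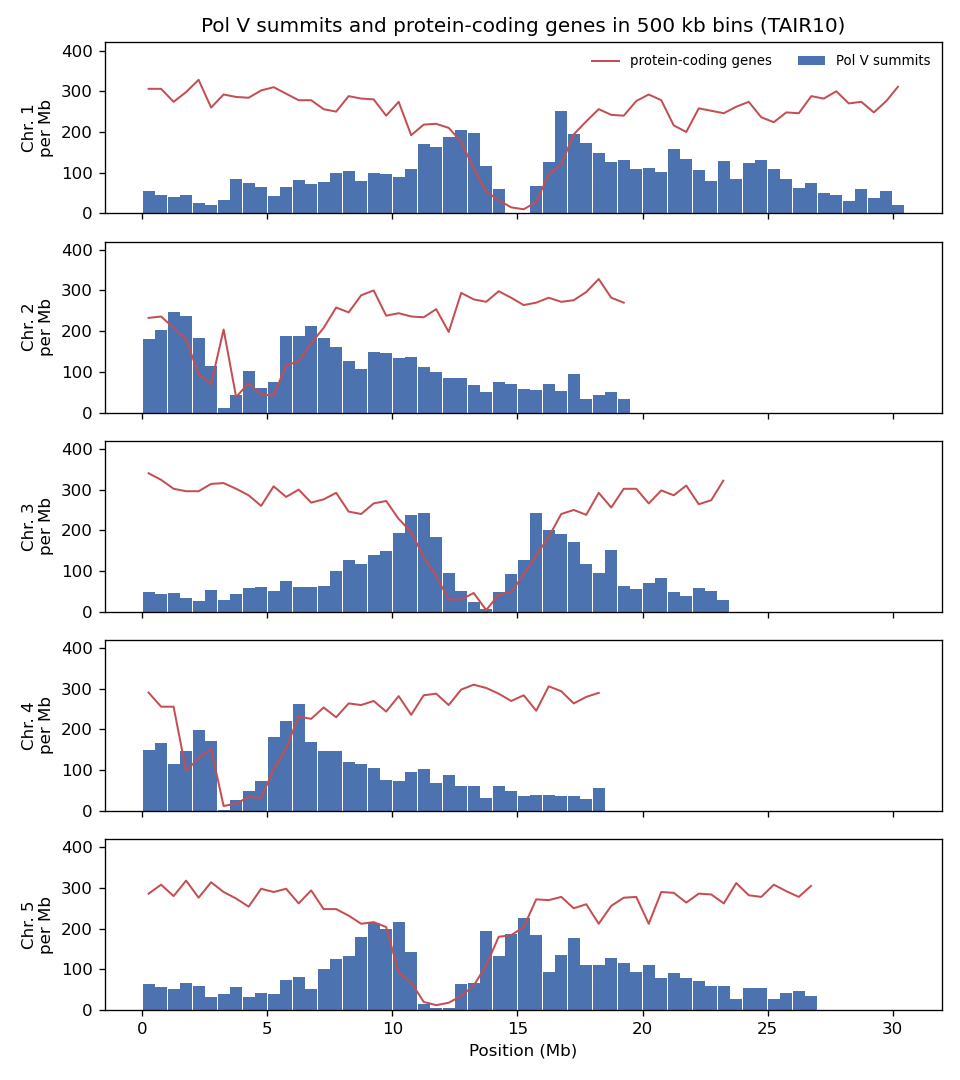
Pol V summits (blue bars) and protein-coding genes (red line) per Mb of determined sequence in bins of 500 kb along the 5 chromosomes of TAIR10, with the position in Mb on the x axis. In the gene-poorest 1 Mb of each chromosome, summits per Mb are below the mean of the chromosome.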

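In the region of chromosome 1 drawn in Fig. 1c, the list holds 8 summits, where an even spread over the genome would place 3.18. The 500 kb bin from 11500001 that holds the region has 82 summits, also more than an even spread would give. Part of the difference is thus shared with the surroundings of the region. The authors chose this region as a representative view of the ChIP-seq signals, so the comparison is descriptive and not a test. Ordered along the chromosome, they lie at 11637330 (score 655), 11643991 (score 677), 11648461 (score 130), 11650035 (score 1101), 11661293 (score 438), 11662284 (score 108), 11666359 (score 106) and 11666884 (score 131). The summit at 11643991 is in an exon of ATSYP24 (AT1G32270), and the other 7 lie outside every annotated gene. The strongest of the 8, at 11650035, ranks 95 of all 11478 summits by score and lies 1292 bp upstream of GulLO1 (AT1G32300). The 41 bp centred on it read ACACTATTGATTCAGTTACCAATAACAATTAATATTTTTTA, and the GC content within 250 bp of it is 27.7%.

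**Figure D3:**
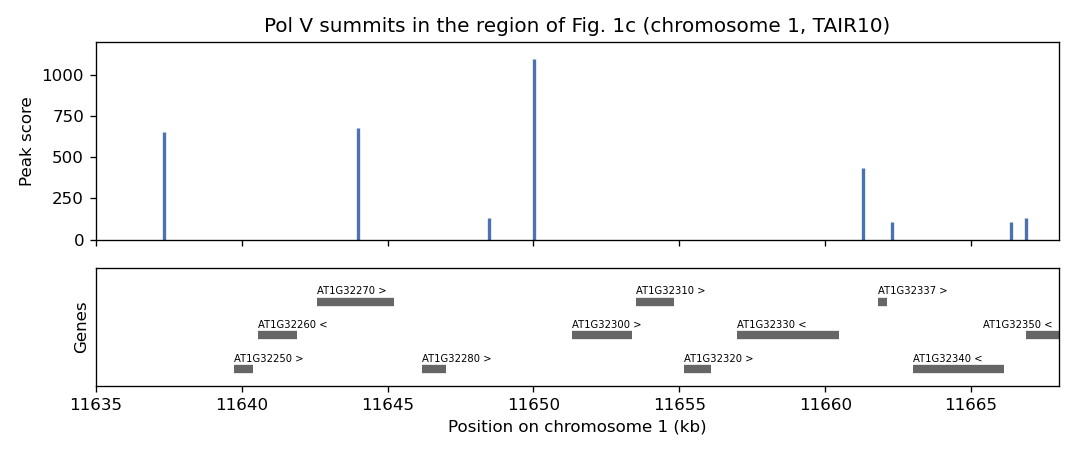
Pol V summits in the region of Fig. 1c. The x axis is the position on chromosome 1 of TAIR10 in kb, each vertical line is a summit with its peak score on the y axis, and the grey bars are protein-coding genes, with > for the forward and < for the reverse strand. The highest line, at 11650035, has a score of 1101.

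The highest score in the list, 1615, belongs to the summit at 3830016 on chromosome 1, in an exon of AT1G11370, a gene on the reverse strand from 3827851 to 3831068. Its central 41 bp read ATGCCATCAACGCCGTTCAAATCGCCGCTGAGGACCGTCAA. The next is at 22494043 on chromosome 3 (score 1613), in an exon of AHL18 (AT3G60870). The summit at 986628 on chromosome 3 (score 1605) lies outside every annotated gene, 2860 bp downstream of SAUR26 (AT3G03850), its nearest protein-coding gene. The summit at 21161814 on chromosome 5 (score 1597) is between exons of AT5G52070. The summit at 11164036 on chromosome 2 (score 1580) lies in the non-coding RNA gene AT2G08145, 539 bp upstream of AT2G26230.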

BamCompare (deepTools 2.0)^41^ was used to generate the ChIP-seq tracks that show the log_2_ ratio of FLAG ChIP-seq signal in DRD1, DMS3, and RDM1 transgenic lines over FLAG ChIP-seq signal in untransformed Col0 control, or the log2 ratio of anti-Pol V ChIP-seq signal to No antibody control. IGV (2.4.16) was used to visualize the resulting files.

### Yeast two- and three-hybrid

For the Yeast experiments, the CDS sequences of RDM1, DMS3, and DRD1, as well as the DRD1 deletions reported were cloned in the pENTR/D plasmid (Invitrogen) and sub-cloned into pDEST22 and pDEST32 destination plasmids (Invitrogen) using LR clonase (Invitrogen). For Y3H experiments, RDM1 CDS was cloned in a modified pYES-DEST52 (Invitrogen), where the GAL1 promoter was replaced by the constitutive ADH1 promoter from pDEST22/32.

Yeast transformation was done following the ProQuest Two-Hybrid System (Invitrogen) according to manufacturer’s instructions and using the MaV203 yeast strain. Four independent colonies per condition were grown in medium with different concentration of 3-amino-1,2,4-triazole (3-AT, Sigma).

### Protein expression and purification

Arabidopsis RDM1 and DMS3 were cloned into pCDFDuet-1 (EMD Millipore), with 6xHis tag on the N-terminus of RDM1. Arabidopsis DRD1 Peptide 7 was cloned into pET21b (EMD Millipore), with Strep II tag on the C-terminus of DRD1. Plasmids were transformed into Rosetta2 (DE3) *E. coli* (EMD Millipore) for protein expression—pCDFDuet-1 for the DR complex; pCDFDuet-1 and pET21b for the DDR′ complex. A single colony was inoculated in a 500–1000 mL LB culture shaken at 37 °C. Once O.D._600_ reached 0.4–0.6, the culture was cooled down to 16 °C and IPTG was added to the final concentration of 0.1 mM. The culture was continued to grow at 16 °C in a shaker overnight (16–20 h). Cells were harvested at 5000 rpm for 15 min at 4 °C and washed once with PBS. Cell pellet was either used directly for protein purification or stored at −80 °C for a later use.

The pellet was resuspended in 30–40 mL of buffer A containing 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 10% v/v glycerol, 3 mM DTT. For His tag affinity pulldown, 50 mM imidazole was also added to buffer A to reduce non-specific binding to the resin. The suspension was supplemented with 1× Complete protease inhibitor cocktail (Roch), 1 mM PMSF, 1 mM benzamidine, and 1.5 mg mL^−1^ egg white lysozyme, and incubated on ice for 30 min. Afterward, the suspension was sonicated at 4 °C to break cells. The suspension was spun down at 11,000 × *g* for 1 h at 4 °C to remove debris. The supernatant was recovered and filtered through a 0.22 μm PES membrane (EMD Millipore). The DR complex was purified using a 5-mL His Trap HP (GE), while the DDR′ complex was purified using a 5-mL Strep Trap HP (GE), following manufacturers’ recommendation. Equilibration and wash buffer for His Trap HP contained 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 10% v/v glycerol, 2 mM DTT, and 50 mM imidazole; elution buffer was supplemented with 500 mM imidazole. Equilibration and wash buffer for Strep Trap HP contained 20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 10% v/v glycerol, and 3 mM DTT; elution buffer contained 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, and 2.5 mM desthiobiotin. Eluted complexes were concentrated at 4 °C using Amicon Ultra-15 with 100 kDa cutoff (EMD Millipore). A HiLoad 16/600 Superdex 200 pg column (GE) was equilibrated with buffer containing 20 mM HEPES-KOH pH 7.5, 150 mM NaCl on NGC Quest 10 Plus FPLC system (Bio-Rad). The concentrated samples were loaded and run on the column at a flow rate of 0.8–1.0 ml min^−1^. Fractions were collected and analyzed on SDS-PAGE stained with Imperial protein stain (ThermoFisher Scientific). Peak fractions were combined and concentrated using Amicon Ultra-15 with 100 kDa cutoff. Concentrated complex was either used directly for EM or stored at −80 °C for later uses (20% v/v glycerol was added before storage).

### CryoEM sample preparation and imaging

For cryoEM sample optimization, an aliquot of 2.5 μL of sample at a concentration of 0.45–0.5 mg mL^−1^ was applied onto a glow-discharged holey carbon-coated copper grid (300 mesh, QUANTIFOIL® R 1.2/1.3). The grid was blotted with Grade 595 filter paper (Ted Pella) and flash-frozen in liquid ethane with an FEI Mark IV Vitrobot. An FEI TF20 cryoEM instrument was used to screen grids. CryoEM grids with optimal particle distribution and ice thickness were obtained by varying the gas source (air using PELCO easiGlow^TM^, target vacuum of 0.37 mbar, target current of 15 mA; or H_2_/O_2_ using Gatan Model 950 advanced plasma system, target vacuum of 70 mTorr, target power of 50 W) and time for glow discharge, the volume of applied samples, chamber temperature and humidity, blotting time and force, as well as drain time after blotting. Our best grids for DR complex were obtained with 20 s glow discharge using H_2_/O_2_ and with the Vitrobot sample chamber set at 10 °C temperature, 100% humidity, 10 s blotting time, −8 blotting force, and 2 s drain time. The best grids for DDR′ complex were obtained with 20 s glow discharge using H_2_/O_2_ and with the Vitrobot sample chamber set at 10 °C temperature, 100% humidity, 11 s blotting time, −5 blotting force, and 1 s drain time.

Optimized cryoEM grids were loaded into an FEI Titan Krios electron microscope with a Gatan Imaging Filter (GIF) Quantum LS device and a post-GIF K2 Summit direct electron detector. The microscope was operated at 300 kV with the GIF energy-filtering slit width set at 20 eV. Movies were acquired with Leginon^42^ by electron counting in super-resolution mode at a pixel size of 0.535 Å/pixel (DR complex) or counting mode at a pixel size of 1.07 Å/pixel (DDR′ complex). A total number of 40 frames were acquired in 8 s for each movie, giving a total dose of ~50 e^−^/Å^2^/movie.

### Drift correction for movie frames

Frames in each movie were aligned for drift correction with the GPU-accelerated program MotionCor2^43^. The first frame was skipped during drift correction due to concern of more severe drift/charging of this frame. Two averaged micrographs, one with dose weighting and the other without dose weighting, were generated for each movie after drift correction. The averaged micrographs have a calibrated pixel size of 1.07 Å on the specimen scale. The averaged micrographs without dose weighting were used only for defocus determination and the averaged micrographs with dose weighting were used for all other steps of image processing.

### Structure determination for the DR complex

For the DR complex, the defocus values of the averaged micrographs were determined by CTFFIND4^44^ to be ranging from −1.5 to −2.5 μm. Initially, a total of 1,543,489 particles were automatically picked from 2513 averaged micrographs without reference using Gautomatch (http://www.mrc-lmb.cam.ac.uk/kzhang). The particles were boxed out in dimensions of 256 × 256 square pixels and binned to 128 × 128 square pixels (pixel size of 2.14 Å) before further processing by the cryoSPARC v1^45^. Several iterations of reference-free 2D classification were subsequently performed to remove “bad” particles (i.e., classes with fuzzy or un-interpretable features), yielding 1,148,692 good particles. The resulting particles were subjected to ab initio reconstruction and 3D heterogeneous classification with three classes in cryoSPARC v1. Only one class exhibiting good model features was kept, which contained 31.9% of all particles (Supplementary Fig. 3a). Particles with class probability lower than 0.9 were removed from this good class. We re-centered the remaining particles of this good class and removed duplications based on the unique index of each particle. The resulting particles were un-binned to 256 × 256 square pixels (pixel size of 1.07 Å) for the final refinement.

The 314,414 un-binned, unique particles (20.4% of all particles) resulting from the heterogeneous classification were subjected to a final step of 3D auto-refinement in RELION2.1 (Supplementary Fig. 3a). The two half maps from this auto-refinement step were subjected to RELION’s standard post-processing procedure. The final map of the DR complex has an average resolution of 3.6 Å based on RELION’s gold-standard FSC (see below).

### Structure determination for the DDR′ complex

For the DDR′ complex, the defocus values of the averaged micrographs were determined by CTFFIND4 to be ranging from −1.5 to −2.5 μm. Initially, a total of 2,482,628 particles were automatically picked from 4383 averaged micrographs without reference using Gautomatch. The particles were boxed out in dimensions of 240 × 240 square pixels (pixel size of 1.07 Å) for processing by the cryoSPARC v1. Several iterations of reference-free 2D classification were subsequently performed to remove “bad” particles (i.e., classes with fuzzy or un-interpretable features), yielding 1,767,986 good particles. The resulting particles were subjected to ab initio reconstruction and 3D heterogeneous classification with five classes in cryoSPARC v1. Only one class exhibiting good model features was kept, which contained 25.5% of all particles (Supplementary Fig. 3a). We re-centered the particles of this good class and removed duplications based on the unique index of each particle for the final refinement (Supplementary Fig. 4a).

The 620,248 un-binned, unique particles (25.0% of all particles) resulting from the heterogeneous classification were subjected to a final step of 3D auto-refinement in RELION2.1 (Supplementary Fig. 4a). The two half maps from this auto-refinement step were subjected to RELION’s standard post-processing procedure. The final map of the DDR′ complex has an average resolution of 3.5 Å based on RELION’s gold-standard FSC (see below).

### Resolution assessment

All resolutions reported above are based on the “gold-standard” FSC 0.143 criterion^46^. FSC curves were calculated using soft spherical masks and high-resolution noise substitution was used to correct for convolution effects of the masks on the FSC curves^47^. Prior to visualization, all maps were sharpened by applying a negative *B* factor which was estimated using automated procedures^48^. Local resolution was estimated using ResMap^49^. The overall quality of the maps for DR and DDR′ complexes is presented in Supplementary Fig. 3b-d and Supplementary Fig. 4b–d, respectively. Data collection and reconstruction statistics are summarized in Table 1.

### Model building and refinement

To aid subunit assignment and model building, we took advantage of the reported RDM1 structure (PDB code: 3GAN), which was fitted into the central region of DR complex density map by UCSF Chimera^50^. We manually adjusted its side chain conformation and, when necessary, moved the main chains to match the density map using COOT^51^. Next, we built the atomic model for DMS3 de novo. Sequence assignment was mainly guided by visible densities of amino acid residues with bulky side chains, such as Trp, Tyr, Phe, and Arg. Other residues including Gly and Pro also helped the assignment process. Unique patterns of sequence segments containing such residues were utilized for validation of residue assignment.

For the DDR′ complex, the DR complex model was rigidly fitted into the density map of DDR′ and manually adjusted using COOT. This enabled us to identify extra densities for DRD1 peptide 7 and one coiled-coil arm of DMS3 absent in the DR complex, of which the atomic models were build de novo with similar methods as mentioned above.

The atomic models were refined using PHENIX in real space^52^ with secondary structure and geometry restraints. Refinement statistics of DR and DDR′ were summarized in Table 1. These two models were also evaluated based on Molprobity scores^53^ and Ramachandran plots (Table 1). Model/map FSC validation was shown in Supplementary Figs. 3e and 4e. Representative densities for the proteins and RNA are shown in Supplementary Fig. 5. All structure-related images in this paper were generated using UCSF Chimera and ChimeraX^54^.

### His tag affinity pulldown

Rosetta2 (DE3) *E. coli* expressing pCDFDuet-1-His-RDM1/DMS3 or pCDFDuet-1-His-RDM1/DMS3 G339E were induced for protein expression and cell lysate preparation as above. Fifty microliters of magnetic Ni-NTA agarose suspension (QIAgen) was equilibrated with wash buffer (20 mM HEPES pH 7.5, 200 mM NaCl, 10% v/v glycerol, 50 mM imidazole, 0.05% v/v Tween20, 2 mM DTT, and 1 mM PMSF. Seven hundred microliters of the cell lysate was incubated with the beads at 4 °C with rotation. The supernatant was removed, and the beads were washed four times with 1000 μL of wash buffer at 4 °C with rotation. Bound proteins were eluted twice with 20 μL of elution buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 10% v/v glycerol, 500 mM imidazole, and 2 mM DTT) at 4 °C for 5 min. Eluates were combined. Samples were analyzed on SDS-PAGE, stained with Imperial protein stain, and scanned and quantified on Odyssey CLx imager (LI-COR Biosciences) using 700 and 800-nm channels. Protein bands in the eluates were normalized to those in the inputs, then values of DMS3/RDM1 were calculated. Averages from two experiments are shown in Fig. 2c.

For gel filtration analysis of DMS3 WT and G339E (Fig. 2c), Rosetta2 (DE3) *E. coli* expressing either pCDF-His-DMS3 or pCDF-His-DMS3 G339E were induced for protein expression and cell lysate preparation as above. Cell lysates corresponding to 100-mL culture were passed through 300 μL of packed Ni-NTA agarose (QIAgen) at 4 °C. The beads were washed extensively with wash buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 10% v/v glycerol, 2 mM DTT and 50 mM imidazole) and eluted twice with 100 μL of elution buffer (wash buffer supplemented with 500 mM imidazole) at 4 °C for 10 min. The eluates were combined and analyzed on an analytical Superdex 200 10/300 GL (GE) at flow rate of 0.5 mL min^−1^, which was equilibrated with gel filtration buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl).

### Protein cross-linking

Isotopic DSS (DSS-H12/D12) and ADH (ADH-H8/D8) were used to cross-link the DDR′ complex. DSS cross-links between primary amines on lysine residues and the proteins’ N termini, while ADH cross-links among acidic amino residues (Asp and Glu) but relies on the coupling reagent DMTMM to activate carboxylic groups during the cross-linking reaction. DMTMM can also directly cross-link an acidic residue to lysine by itself. Therefore, in an ADH/DMTMM reaction, two types of chemistry will be generated—ADH-mediated and DMTMM-mediated cross-linking (the latter is called zero link; ZL)—which can be distinguished by MS analysis. A typical molar ratio of ADH to DMTMM is 1:1 in a cross-linking reaction^55^. Optimal concentration of the cross-linkers and cross-linking conditions (time and temperature) were empirically determined using SDS-PAGE and protein staining. In the cross-linking experiments, 50 μg of DDR′ complex was cross-linked either with 15 mM of ADH (Creative Molecules Inc.) and DMTMM (Sigma) or 0.5 mM of DSS (Creative Molecules Inc.) at room temperature for 10 and 30 min, respectively. The reactions were then quenched with 100 mM sodium acetate/Tris, pH 7.0 or 50 mM ammonium bicarbonate, respectively, at 37 °C for 30 min. Samples were stored at −80 °C until MS analysis.

### Sample processing for MS analysis

Following the cross-linking and quenching steps, samples were processed essentially as described previously^56^. Disulfide bonds were reduced by addition of tris(2-carboxyethyl)phosphine, free thiol groups were alkylated with iodoacetamide and proteins were digested by endoproteinase Lys-C (Wako, 1:100, 3 h at 37 °C) and trypsin (Promega, 1:50, overnight at 37 °C). Digests were purified by solid-phase extraction (Waters Sep-Pak tC18) and fractionated by size-exclusion chromatography (SEC) using a Superdex Peptide PC 3.2/300 column (GE Healthcare)^56^.

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS)

Duplicate injections of three SEC fractions were analyzed with an Easy-nLC 1200 system coupled to an Orbitrap Fusion Lumos mass spectrometer (both ThermoFisher Scientific). Chromatographic separation was achieved using an Acclaim PepMap RSLC C18 column (25 cm × 75 μm, 2 μm particle size) (ThermoFisher Scientific) and a gradient of 11–40% B in 60 min, where mobile phases A = water/acetonitrile/formic acid, 95:5:0.15, v/v/v and B = acetonitrile/water/formic acid, 80:20:0.15, v/v/v. The flow rate was set to 300 nL min^−1^. The mass spectrometer was operated in top speed mode with a cycle time of 3 s, consisting of an MS scan in the Orbitrap analyzer at 120,000 resolution, followed by MS/MS scans in the linear ion trap in rapid scan mode. Fragmentation was performed using collision induced dissociation in the linear ion trap with an isolation width of 1.2 *m*/*z* and a normalized collision energy of 35%. Only precursors with charge states between 3+ and 7+ were selected for fragmentation, and monoisotopic peak selection was set to “peptide” mode. Dynamic exclusion (±10 ppm, 30 s, 1 repeat count) was enabled.

### Identification of cross-linked peptides with xQuest

xQuest^56,57^ was used to identify cross-linked peptides from MS/MS data, using a database containing the sequences of the three target proteins plus seven contaminant proteins identified from a regular protein identification search using Mascot (MatrixScience): four human keratins and three *E. coli* proteins. The main search settings for xQuest were Enzyme = trypsin, maximum number of missed cleavages = 2, mass tolerance = 15 ppm for MS data, and 0.2/0.3 Da for MS/MS data. Search results were further filtered according to the following settings: mass error = −6 to +1 ppm, %TIC sub-score ≥ 0.1 for DSS and ADH data, and ≥0.15 for ZL data, delta score ≥ 0.9. In addition, the following xQuest score cut-offs were applied: ≥18 for DSS and ADH data and ≥23 for ZL data. Candidate cross-links fulfilling these criteria were manually evaluated and only identifications with at least four bond cleavages overall or three consecutive bond cleavages per peptide were retained for the final list of identifications. No further attempts for site localization were made. All cross-linked peptides are listed in Supplementary Data 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The whole-genome bisulfite sequencing and the ChIP sequencing data that support the findings of this study are available in Gene Expression Omnibus (GEO) with accession number GSE130319 and GSE130290, respectively. The atomic models and cryoEM density maps in this study are available from both PDB and EMDB with accession number 6OIS (DR), 6OIT (DDR′) and EMDB-20080 (DR), EMDB-20081 (DDR′), respectively. The proteomics data of the IP-MS experiment (Fig. 1a) are available from the MassIVE data repository (https://massive.ucsd.edu) with the dataset identifier MSV000084088. The cross-linking-MS data that support the findings in this study are available from the ProteomeXchange Consortium (proteomecentral.proteomexchange.org) via the PRIDE partner repository^58^ with the dataset identifier PXD013470. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

## References

[1] Law JA, Jacobsen SE (2010). Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat. Rev. Genet..

[2] Matzke MA, Mosher RA (2014). RNA-directed DNA methylation: an epigenetic pathway of increasing complexity. Nat. Rev. Genet..

[3] Zhou M, Law JA (2015). RNA Pol IV and V in gene silencing: Rebel polymerases evolving away from Pol II’s rules. Curr. Opin. Plant Biol..

[4] Matzke MA, Kanno T, Matzke AJM (2015). RNA-directed DNA methylation: the evolution of a complex epigenetic pathway in flowering plants. Annu Rev. Plant Biol..

[5] Zhong X (2012). DDR complex facilitates global association of RNA polymerase V to promoters and evolutionarily young transposons. Nat. Struct. Mol. Biol..

[6] Kanno T (2004). Involvement of putative SNF2 chromatin remodeling protein DRD1 in RNA-directed DNA methylation. Curr. Biol..

[7] Kanno T (2008). A structural-maintenance-of-chromosomes hinge domain-containing protein is required for RNA-directed DNA methylation. Nat. Genet..

[8] Allard STM (2005). Structure at 1.6 Å resolution of the protein from gene locus At3g22680 from *Arabidopsis thaliana*. Acta Crystallogr Sect. F. Struct. Biol. Cryst. Commun..

[9] Johnson LM (2014). SRA- and SET-domain-containing proteins link RNA polymerase V occupancy to DNA methylation. Nature.

[10] Sasaki T, Lorković ZJ, Liang S-C, Matzke AJM, Matzke M (2014). The ability to form homodimers is essential for RDM1 to function in RNA-directed DNA methylation. PLoS ONE.

[11] Law JA (2010). A protein complex required for polymerase V transcripts and RNA-directed DNA methylation in *Arabidopsis*. Curr. Biol..

[12] Liu Z-W (2014). The SET domain proteins SUVH2 and SUVH9 are required for Pol V occupancy at RNA-directed DNA methylation loci. PLoS Genet..

[13] Gallego-Bartolomé J (2019). Co-targeting RNA polymerases IV and V promotes efficient de novo DNA methylation in *Arabidopsis*. Cell.

[14] Hirano T (2006). At the heart of the chromosome: SMC proteins in action. Nat. Rev. Mol. Cell Biol..

[15] Haering CH, Löwe J, Hochwagen A, Nasmyth K (2002). Molecular architecture of SMC proteins and the yeast cohesin complex. Mol. Cell.

[16] Li Y, Schoeffler AJ, Berger JM, Oakley MG (2010). The crystal structure of the hinge domain of the *Escherichia coli* structural maintenance of chromosomes protein MukB. J. Mol. Biol..

[17] Ku B, Lim J-H, Shin H-C, Shin S-Y, Oh B-H (2010). Crystal structure of the MukB hinge domain with coiled-coil stretches and its functional implications. Proteins.

[18] Uhlmann F (2016). SMC complexes: from DNA to chromosomes. Nat. Rev. Mol. Cell Biol..

[19] Soh Y-M (2015). Molecular basis for SMC rod formation and its dissolution upon DNA binding. Mol. Cell.

[20] Diebold-Durand M-L (2017). Structure of full-length SMC and rearrangements required for chromosome organization. Mol. Cell.

[21] Lahmy S (2016). Evidence for ARGONAUTE4-DNA interactions in RNA-directed DNA methylation in plants. Genes Dev..

[22] Dürr H, Flaus A, Owen-Hughes T, Hopfner K-P (2006). Snf2 family ATPases and DExx box helicases: differences and unifying concepts from high-resolution crystal structures. Nucleic Acids Res..

[23] Sprouse RO, Brenowitz M, Auble DT (2006). Snf2/Swi2-related ATPase Mot1 drives displacement of TATA-binding protein by gripping DNA. EMBO J..

[24] Ryan DP, Owen-Hughes T (2011). Snf2-family proteins: chromatin remodellers for any occasion. Curr. Opin. Chem. Biol..

[25] Wang Z (2018). SWI2/SNF2 ATPase CHR2 remodels pri-miRNAs via Serrate to impede miRNA production. Nature.

[26] Gao Z (2010). An RNA polymerase II- and AGO4-associated protein acts in RNA-directed DNA methylation. Nature.

[27] Johnson LM, Law JA, Khattar A, Henderson IR, Jacobsen SE (2008). SRA-domain proteins required for DRM2-mediated de novo DNA methylation. PLoS Genet..

[28] Xi Y, Li W (2009). BSMAP: whole genome bisulfite sequence MAPping program. BMC Bioinforma..

[29] Cokus SJ (2008). Shotgun bisulphite sequencing of the *Arabidopsis* genome reveals DNA methylation patterning. Nature.

[30] Catoni M, Tsang JM, Greco AP, Zabet NR (2018). DMRcaller: a versatile R/Bioconductor package for detection and visualization of differentially methylated regions in CpG and non-CpG contexts. Nucleic Acids Res..

[31] Stroud H, Greenberg MVC, Feng S, Bernatavichute YV, Jacobsen SE (2013). Comprehensive analysis of silencing mutants reveals complex regulation of the *Arabidopsis* methylome. Cell.

[32] Heinzelman P, Powers DN, Wohlschlegel JA, John V (2019). Shotgun proteomic profiling of bloodborne nanoscale extracellular vesicles. Methods Mol. Biol..

[33] Kelstrup CD, Young C, Lavallee R, Nielsen ML, Olsen JV (2012). Optimized fast and sensitive acquisition methods for shotgun proteomics on a quadrupole orbitrap mass spectrometer. J. Proteome Res..

[34] Xu T (2015). ProLuCID: an improved SEQUEST-like algorithm with enhanced sensitivity and specificity. J. Proteom..

[35] Tabb DL, McDonald WH, Yates JR (2002). DTASelect and Contrast: tools for assembling and comparing protein identifications from shotgun proteomics. J. Proteome Res..

[36] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[37] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[38] Liu W (2018). RNA-directed DNA methylation involves co-transcriptional small-RNA-guided slicing of polymerase V transcripts in *Arabidopsis*. Nat. Plants.

[39] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[40] Shen L, Shao N, Liu X, Nestler E (2014). ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. BMC Genom..

[41] Ramírez F, Dündar F, Diehl S, Grüning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[42] Carragher B (2000). Leginon: an automated system for acquisition of images from vitreous ice specimens. J. Struct. Biol..

[43] Zheng SQ (2017). MotionCor2: anisotropic correction of beam-induced motion for improved cryo-electron microscopy. Nat. Methods.

[44] Rohou A, Grigorieff N (2015). CTFFIND4: Fast and accurate defocus estimation from electron micrographs. J. Struct. Biol..

[45] Punjani A, Rubinstein JL, Fleet DJ, Brubaker M (2017). A. cryoSPARC: algorithms for rapid unsupervised cryo-EM structure determination. Nat. Methods.

[46] Scheres SHW, Chen S (2012). Prevention of overfitting in cryo-EM structure determination. Nat. Methods.

[47] Chen S (2013). High-resolution noise substitution to measure overfitting and validate resolution in 3D structure determination by single particle electron cryomicroscopy. Ultramicroscopy.

[48] Rosenthal PB, Henderson R (2003). Optimal determination of particle orientation, absolute hand, and contrast loss in single-particle electron cryomicroscopy. J. Mol. Biol..

[49] Kucukelbir A, Sigworth FJ, Tagare HD (2014). Quantifying the local resolution of cryo-EM density maps. Nat. Methods.

[50] Pettersen EF (2004). UCSF Chimera-a visualization system for exploratory research and analysis. J. Comput Chem..

[51] Emsley P, Lohkamp B, Scott WG, Cowtan K (2010). Features and development of Coot. Acta Crystallogr. D. Biol. Crystallogr..

[52] Adams PD (2010). PHENIX: a comprehensive Python-based system for macromolecular structure solution. Acta Crystallogr. D Biol. Crystallogr..

[53] Chen VB (2010). MolProbity: all-atom structure validation for macromolecular crystallography. Acta Crystallogr. D. Biol. Crystallogr..

[54] Goddard TD (2018). UCSF ChimeraX: meeting modern challenges in visualization and analysis. Protein Sci..

[55] Leitner A (2014). Chemical cross-linking/mass spectrometry targeting acidic residues in proteins and protein complexes. Proc. Natl Acad. Sci. USA.

[56] Leitner A, Walzthoeni T, Aebersold R (2014). Lysine-specific chemical cross-linking of protein complexes and identification of cross-linking sites using LC-MS/MS and the xQuest/xProphet software pipeline. Nat. Protoc..

[57] Rinner O (2008). Identification of cross-linked peptides from large sequence databases. Nat. Methods.

[58] Perez-Riverol Y (2019). The PRIDE database and related tools and resources in 2019: improving support for quantification data. Nucleic Acids Res..

[59] Florens L (2006). Analyzing chromatin remodeling complexes using shotgun proteomics and normalized spectral abundance factors. Methods.

[60] Notredame C, Higgins DG, Heringa J (2000). T-Coffee: a novel method for fast and accurate multiple sequence alignment. J. Mol. Biol..

# Supplementary material for: CryoEM structures of Arabidopsis DDR complexes involved in RNA-directed DNA methylation
**Source:** Nat Commun. 2019 Sep 2;10:3916. doi: 10.1038/s41467-019-11759-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **CryoEM Structures of Arabidopsis DDR Complexes Involved in RNA-directed DNA Methylation**

**Wongpalee *et al.***

# Supplementary Figure 1

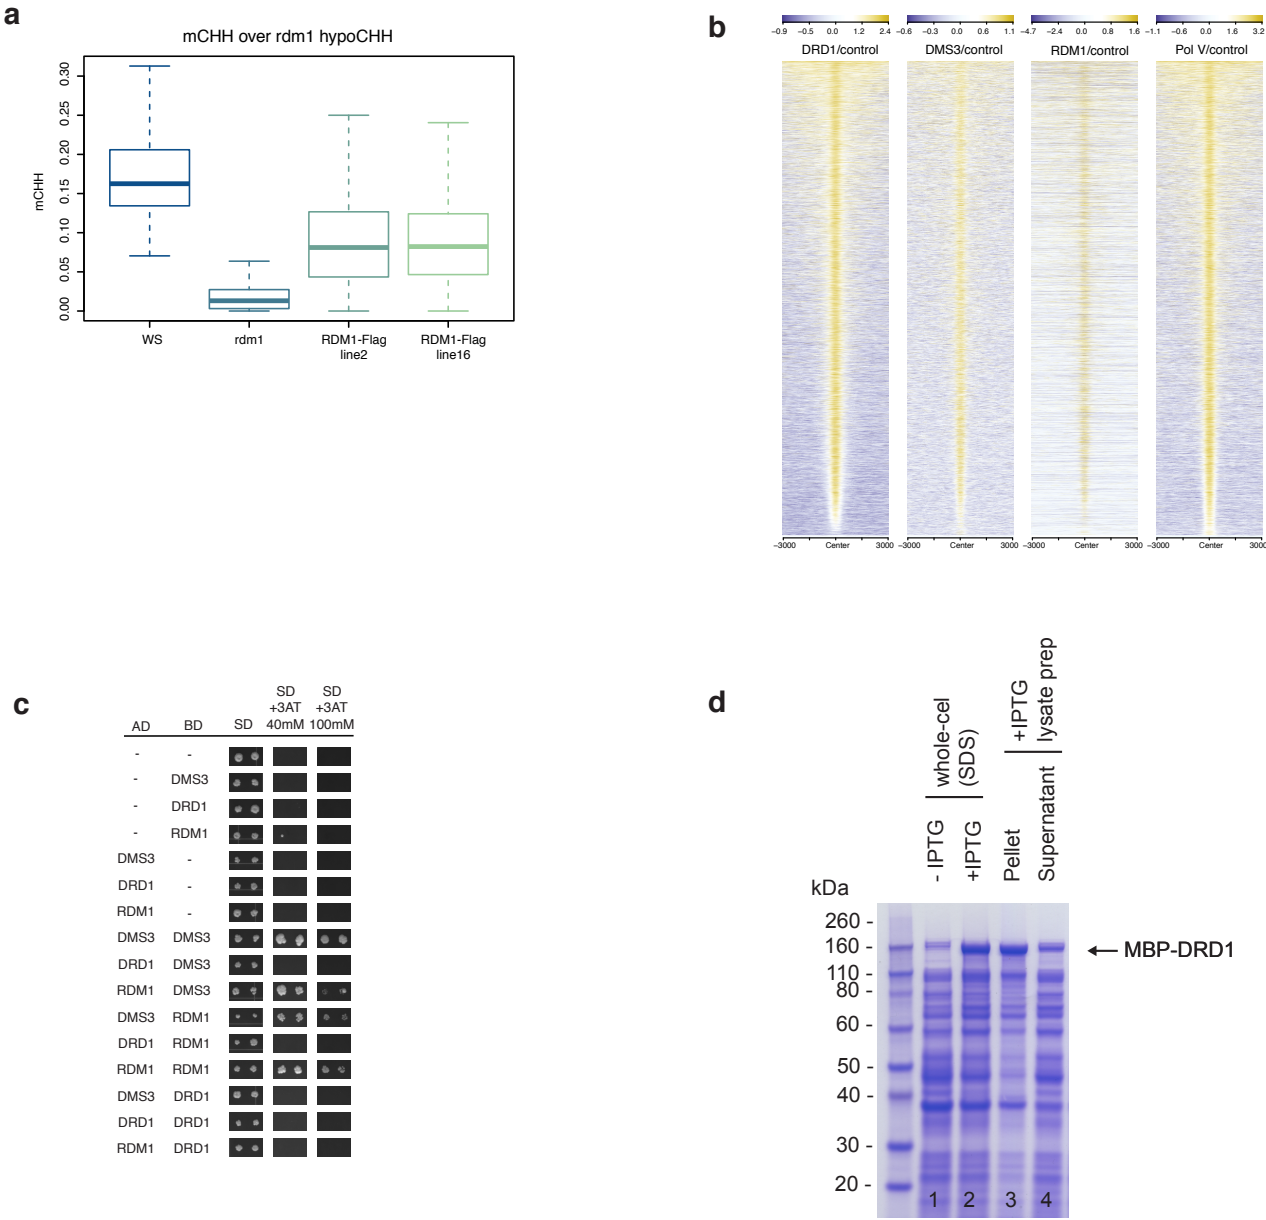

**Supplementary Fig. 1. *In vivo* and *in vitro* interaction among DDR proteins.**

**a**, Complementation analysis showing rescue of *rdm1* mutant by RDM1-Flag transgene. From WGBS, regions hypomethylated in *rdm1-3* mutant (as compared to wild-type WS control) are analyzed for CHH methylation levels. Data from WS, *rdm1-3*, and two independent RDM1-Flag-rescued *rdm1-3* lines are shown. For boxplots, the boxes span from the 25<sup>th</sup> (lower margin) to 75<sup>th</sup> (upper margin) percentiles, while middle lines represent the median; the error bars represent the minimum and maximum points within 1.5x interquartile range. **b**, Heatmap showing DRD1, DMS3, RDM1 and Pol V ChIP-seq signals over Pol V peaks. 

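Each row of such a heatmap is centred on a Pol V summit and reaches 3000 bp to each side, so a row can also hold neighbouring summits. Of the 11478 summits in the deposited list, 7272 (63.4%) had another summit within 3000 bp, against 44.1% ± 0.528 of random positions (SD of 1000 sets, two-sided permutation p = 0.002). Random positions drawn in the same 500 kb bin as each summit had a share of 51.4% ± 0.504 (permutation p = 0.002). A single neighbour was found for 3854 summits and more than that for 3418, and 4206 had none. The closest neighbouring summits were 267 bp apart. Up to 500 bp away, neighbours were found at 35.9 per Mb, which is 0.27 times the mean density of the 500 kb bins around the summits. From 501 to 1000 bp away, neighbours were found at 245.7 per Mb, which is 1.85 times that mean, and from 2501 to 3000 bp away at 164.8 per Mb, or 1.24 times that mean. The list gives 1 summit per peak without the width of the peak. The low value up to 500 bp can thus come from the peak calling and cannot be assigned to the spacing of Pol V. The median score was 213 for summits without a neighbour within 3000 bp and 147 for those with any. The ChIP-seq signals themselves were not analysed here.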

Signals correspond to the ratio of Flag ChIP-seq enrichment in transgenic lines over untransformed control for DDR, or the ratio of anti-Pol V ChIP-seq enrichment over No antibody control for Pol V. Color scales are shown as log<sub>2</sub> fold change of ChIP over control. **c**, Y2H experiment showing binary interaction between the RDM1, DMS3 and DRD1. BD: GAL4 binding domain, AD: GAL4 activation domain. Growth of two independent colonies in minimal medium supplemented with increasing concentrations of 3-AT is shown. **d**, Protein-stained SDS-PAGE showing protein profile in each condition. *E. coli* are transformed with a plasmid expressing MBP-DRD1. Cells are induced without or with IPTG overnight at 16 °C (lane 1 and 2, respectively). To test solubility of MBP-DRD1, lysate is prepared from the +IPTG culture, then subjected to centrifugation at 16,000 g at 4 °C for 30 min. Pellet and supernatant are then analyzed in SDS-PAGE (lane 3 and 4). The uncropped image is shown in Supplementary Fig. 11b.

Supplementary Figure 2

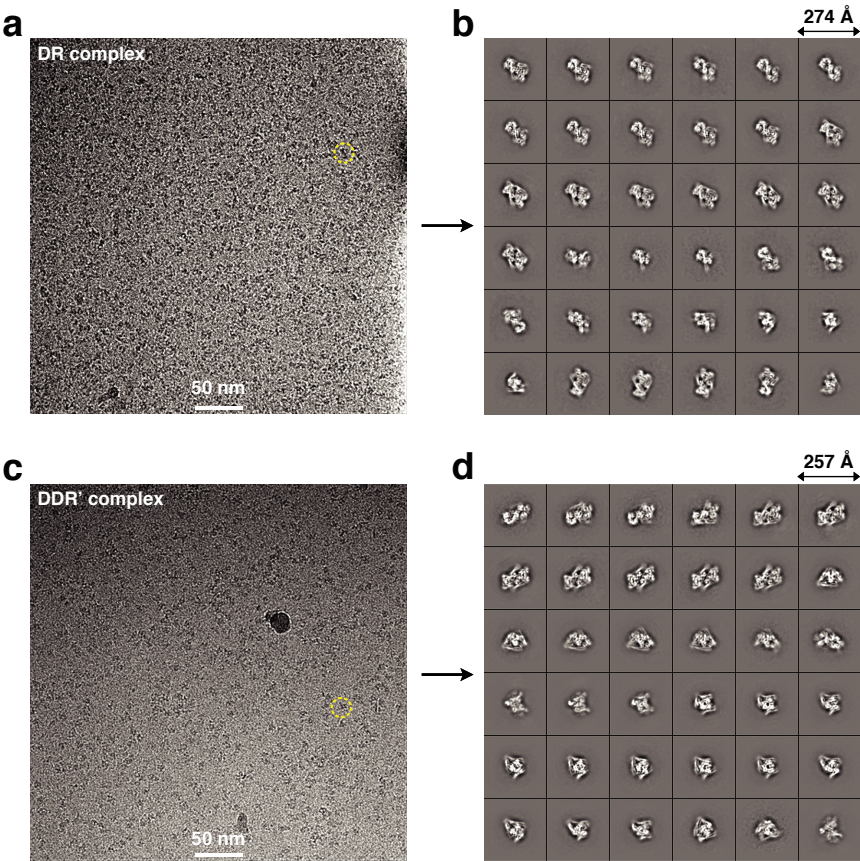

Supplementary Fig. 2. CryoEM images and 2D classification of the DR and DDR' complex.

**a**, A drift-corrected cryoEM micrograph of the DR complex. A representative particle is shown in a yellow dotted circle. **b**, Representative 2D class averages of the DR complex obtained in RELION. **c**, A drift-corrected cryoEM micrograph of the DDR' complex. A representative particle is shown in a yellow dotted circle. **d**, Representative 2D class averages of the DDR' complex obtained in RELION.

## Supplementary Figure 3

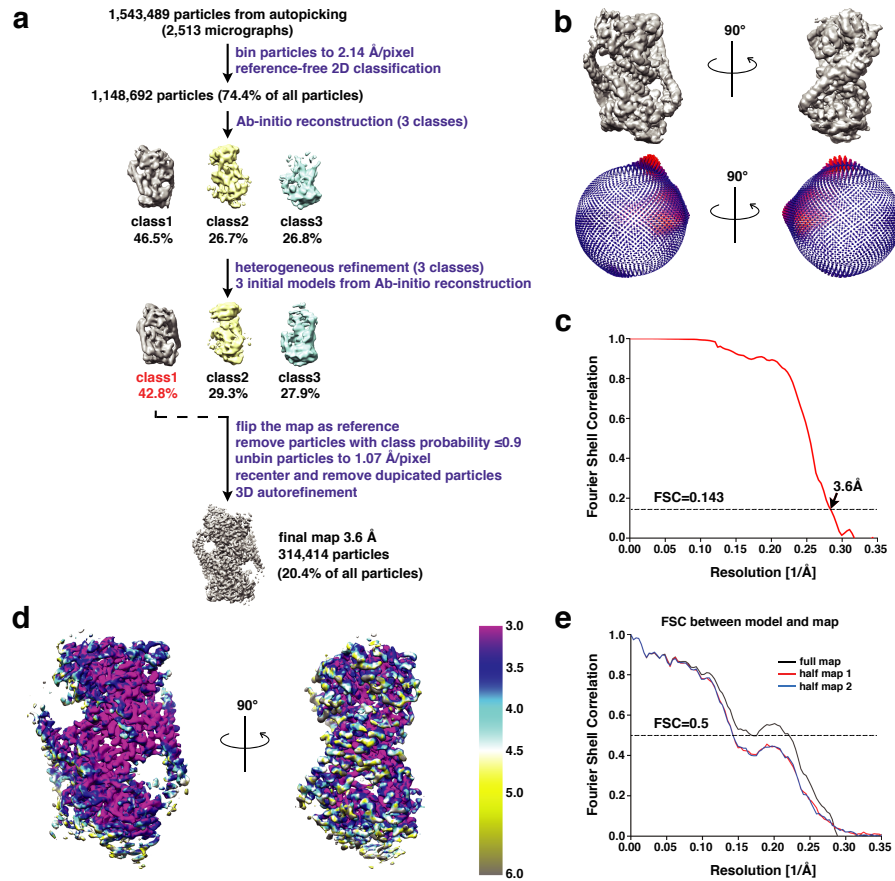

**Supplementary Fig. 3. CryoEM structural determination and evaluation for the DR complex.**

**a**, Data processing workflow. Please refer to Materials and Methods for more details. **b**, Angular distribution for all particles used for the final 3.6 Å map of the DR complex. **c**, Fourier shell correlation (FSC) as a function of spatial frequency demonstrating the resolution for the final reconstruction of the DR complex. **d**, Resmap local resolution estimation. **e**, FSC coefficients as a functional of spatial frequency between model and cryoEM density maps. The generally similar appearances between the FSC curves obtained with half maps with (red) and without (blue) model refinement indicate that the refinement of the atomic coordinates did not suffer from severe over-fitting.

## Supplementary Figure 4

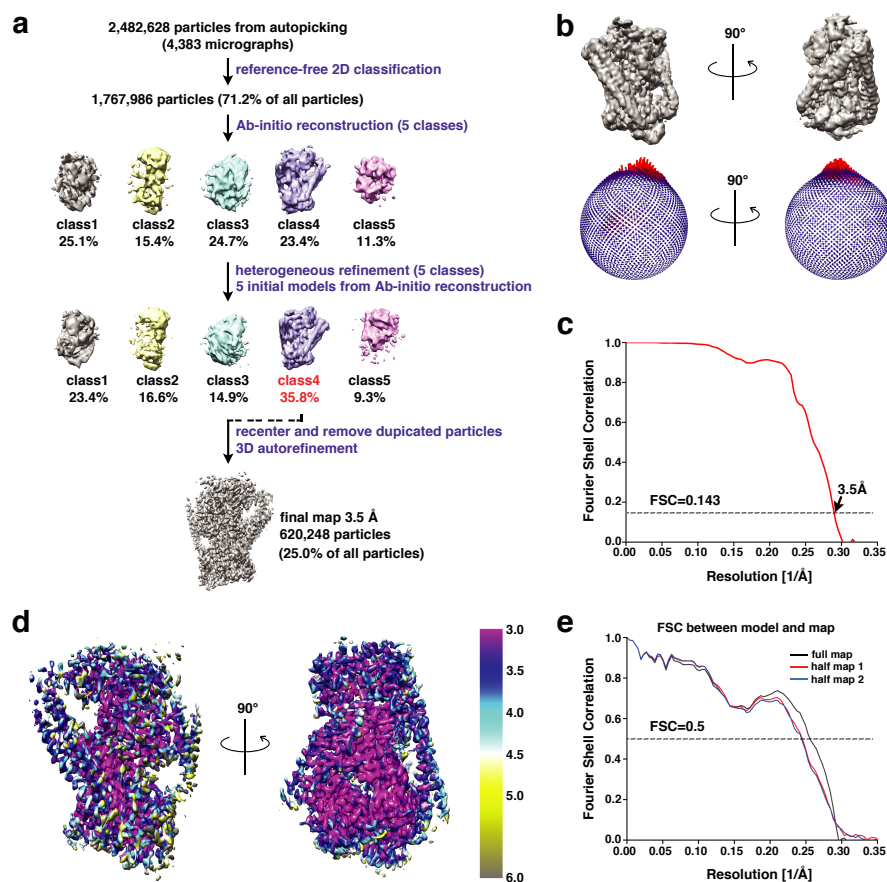

**Supplementary Fig. 4. CryoEM structural determination and evaluation for the DDR' complex.**

**a**, Data processing workflow. Please refer to Materials and Methods for more details. **b**, Angular distribution for all particles used for the final 3.5 Å map of the DDR' complex. **c**, FSC as a function of spatial frequency demonstrating the resolution for the final reconstruction of the DDR' complex. **d**, Resmap local resolution estimation. **e**, FSC coefficients as a functional of spatial frequency between model and cryoEM density maps. The generally similar appearances between the FSC curves obtained with half maps with (red) and without (blue) model refinement indicate that the refinement of the atomic coordinates did not suffer from severe over-fitting.

## Supplementary Figure 5

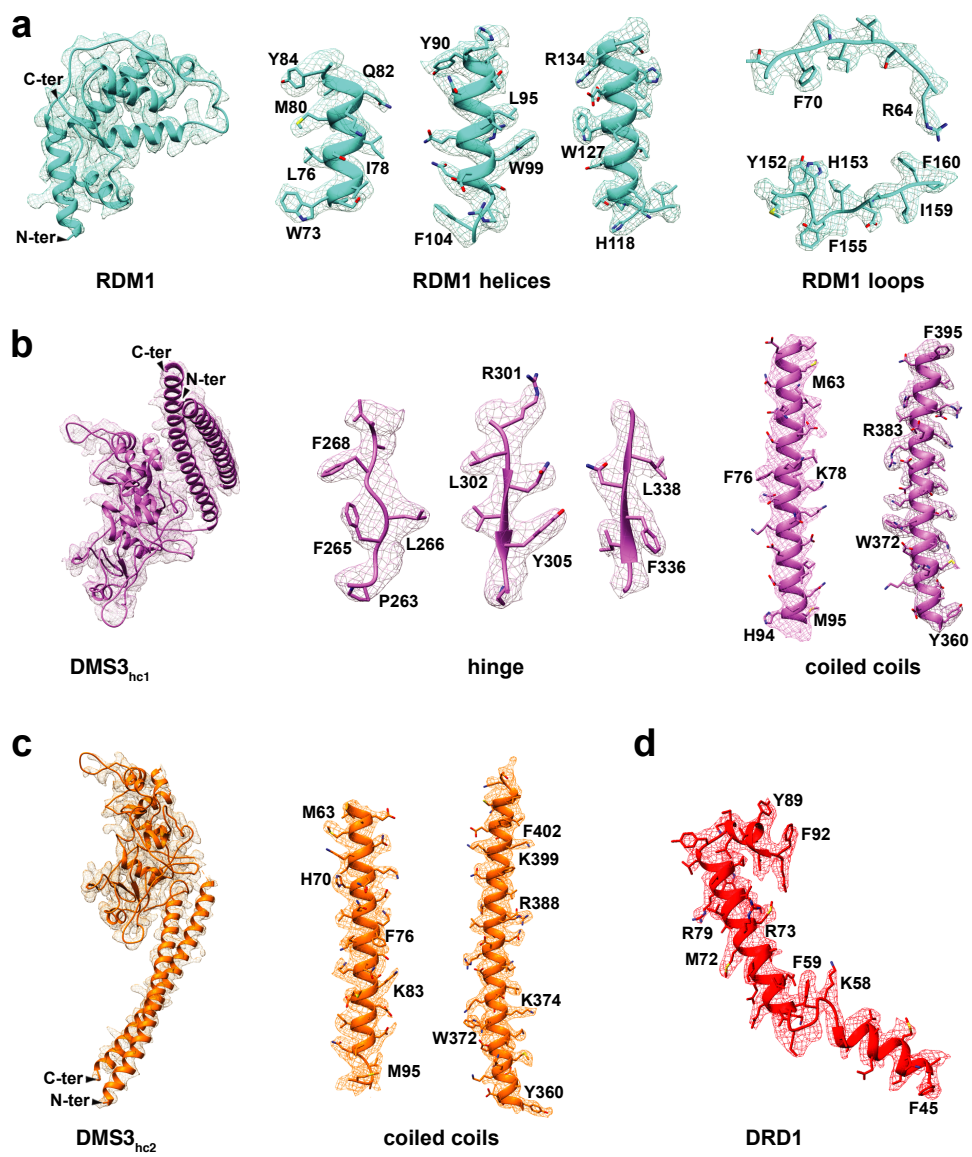

**Supplementary Fig. 5. Representative cryoEM density maps of the DR and DDR' complex.**

Panels (a, b) are densities for the DR complex and (c, d) are densities for the DDR' complex. The cryoEM density maps are shown for RDM1 (a), DMS3<sub>hc1</sub> (b), DMS3<sub>hc2</sub> (c), and DRD1 peptide (d).

### Supplementary Figure 6

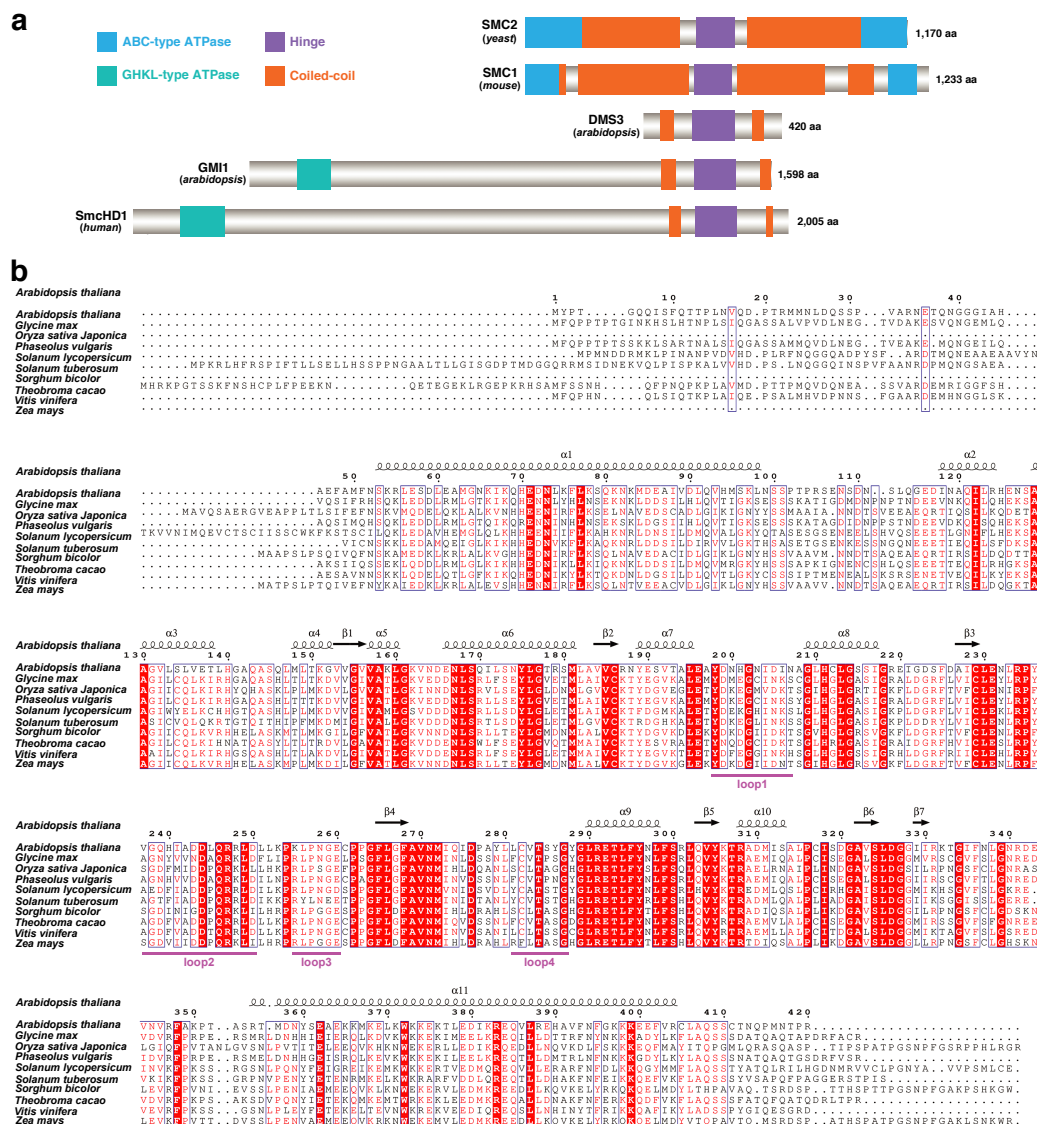

**Supplementary Fig. 6. Comparison of DMS3 and other SMC hinge-containing proteins.**

**a**, Domain structures of DMS3 and other SMC hinge-containing proteins. Protein DMS3 and GMI1 are derived from *Arabidopsis thaliana*. **b**, Sequence alignment of the DMS3 proteins from different species using Clustal Omega server <sup>1</sup>. Red background marks sequences with strict identity (100%); blue box marks sequences with more than 70% similarity; red text marks conserved amino acids.

# Supplementary Figure 7

**a**

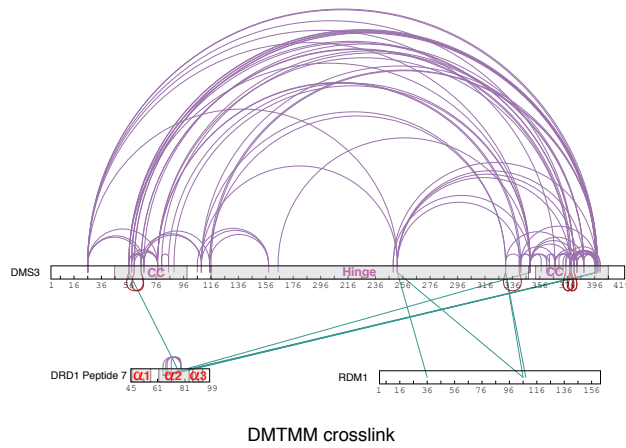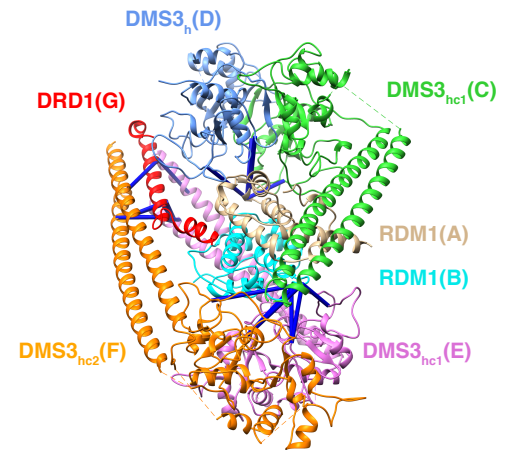

**b**

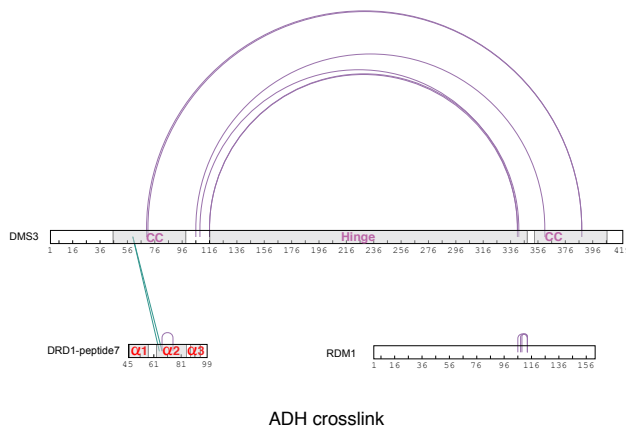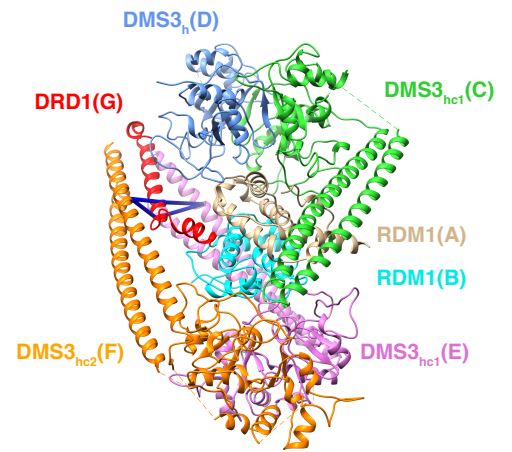

**c**

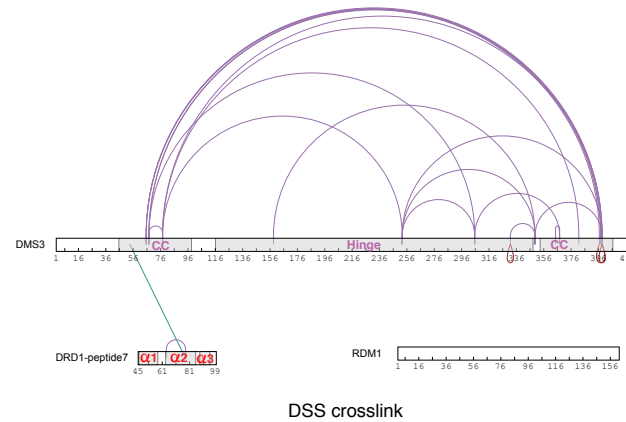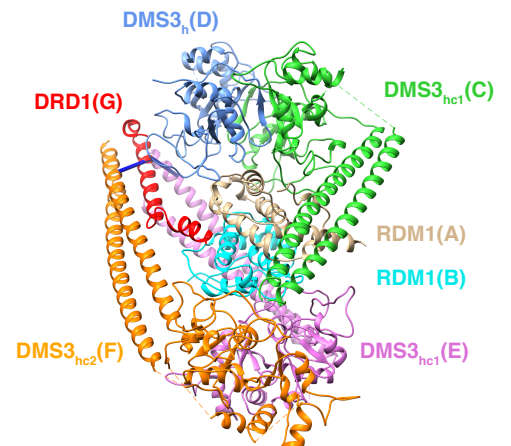

**Supplementary Fig. 7. Crosslinking mass spectrometry of DDR' complex.**

Left panel of each view: schematic representations of intra- and inter-molecular crosslinks (purple and green lines, respectively) of proteins in the DDR' complex. Visualization is performed with xiNET<sup>2</sup>. Known regions are grey-shaded. CC, coiled-coil. Right panel of each view: mapping inter-crosslinks shown in the corresponding left panel onto the atomic model of DDR' (blue lines). Chain names are shown inside the parentheses. Three different types of crosslinks are shown, i.e. DMTMM or zero-length crosslink (a), ADH crosslink (b) and DSS crosslink (c). 

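Counted from Supplementary Data 1, the zero-length links comprised 111 distinct residue pairs of the 3 proteins in 176 identifications, the ADH links 12 pairs in 13 identifications and the DSS links 23 pairs in 36 identifications. Links to E. coli proteins were left out of these counts. Of the zero-length pairs, 101 joined residues of the same protein and 10 joined different proteins. For ADH these numbers were 10 and 2, and for DSS 22 and 1. With an identification score of at least 25 the zero-length, ADH and DSS pairs numbered 88, 6 and 18, and of these 6, 0 and 0 joined different proteins. The counts depend on how many residues each chemistry can reach and on the score limit of each search, and the table lists identifications without separating the replicates, so no error was computed. 
RDM1 was linked to DMS3 by zero-length pairs, 4 in number, and by no ADH or DSS pair. They joined Lys332 of DMS3 to Asp107 and Glu109 of RDM1, and Lys253 of DMS3 to Asp107 and Asp37 of RDM1. DRD1 peptide 7 was linked to DMS3 by all 3 chemistries. The DSS pair joined Lys54 of DMS3 to Lys78 of DRD1, and both ADH pairs joined Glu61 of DMS3, to Glu65 and to Glu67 of DRD1. The 6 zero-length pairs joined Glu57 of DMS3 to Lys78 of DRD1, Lys399 of DMS3 to Glu65, Glu67 and Glu68 of DRD1, and Lys398 and Lys350 of DMS3 each to Glu65 of DRD1. No pair joined DRD1 to RDM1. Within DMS3 there were 96 zero-length, 6 ADH and 21 DSS pairs, of which 27, 3 and 7 joined residues at least 250 positions apart in the sequence. Among the DSS pairs of DMS3, 2 joined a residue to the same residue, Lys332 or Lys399, which requires more than 1 copy of the protein.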

Zero-length links induced by DMTMM result in the highest number of intra- and inter-molecular contacts.

## Supplementary Figure 8

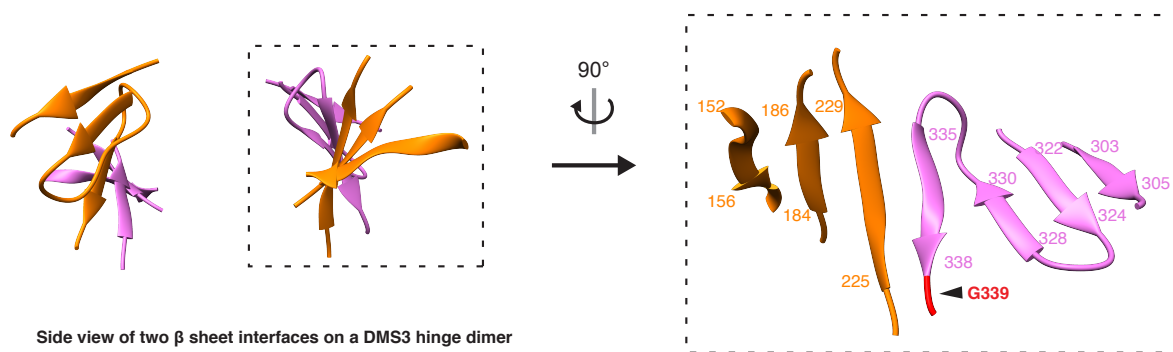

**Supplementary Fig. 8. DMS3 hinge dimer interface.**

Left: two reciprocal contacts of two  $\beta$  sheets from each DMS3 monomer (orange and pink). Right: orthogonal view of one of the contacts. Numbers mark starting and ending position of each  $\beta$  strand. Glycine 339 is located at the interface of the contact.

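Residue 339 of DMS3 (AT3G49250) is encoded on chromosome 3, where the gene lies on the reverse strand from 18255960 to 18260998 of TAIR10.1. Its codon, GGA, occupies 18259159 to 18259161 and falls in coding segment 5 of the 7 that make up the 420 codons of the annotated protein. The 41 bases of the coding strand around it, from 18259180 down to 18259140, read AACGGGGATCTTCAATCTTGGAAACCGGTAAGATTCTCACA. The residue lies 7 positions after Lys332, which the DSS data list as linked to itself.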

# Supplementary Figure 9

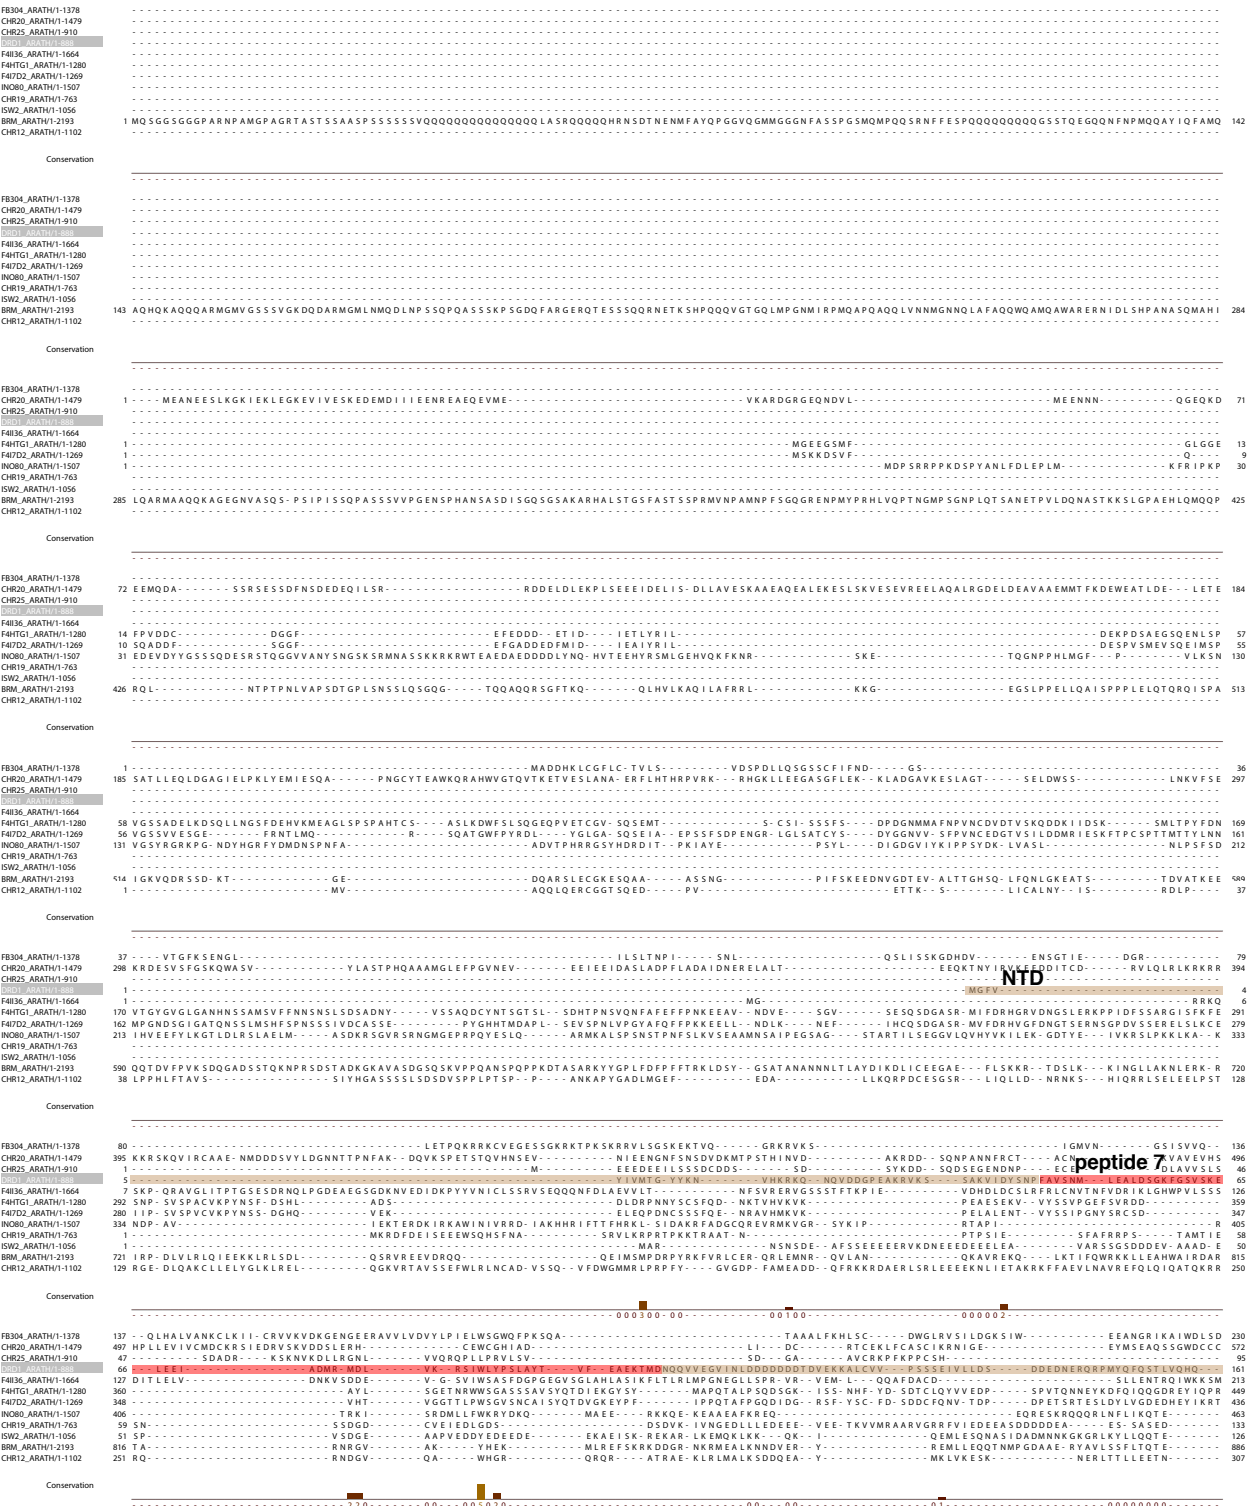

(the alignment continues next page)

Supplementary Fig. 9. Sequence comparison of Arabidopsis DRD1 and other members of SNF2 family.

Sequences of DRD1 and 11 others SNF2 family members are aligned using Clustal Omega server<sup>1</sup>. N-terminal domain (NTD), peptide 7, Helicase ATP-binding and Helicase C-terminal of DRD1 are highlighted with brown, red, green and blue color, respectively. Sequence identity is highlighted with shades of purple (dark purple means high identity). Sequence conservation is represented as a color-coded bar graph underneath the sequences (yellow means high conservation).

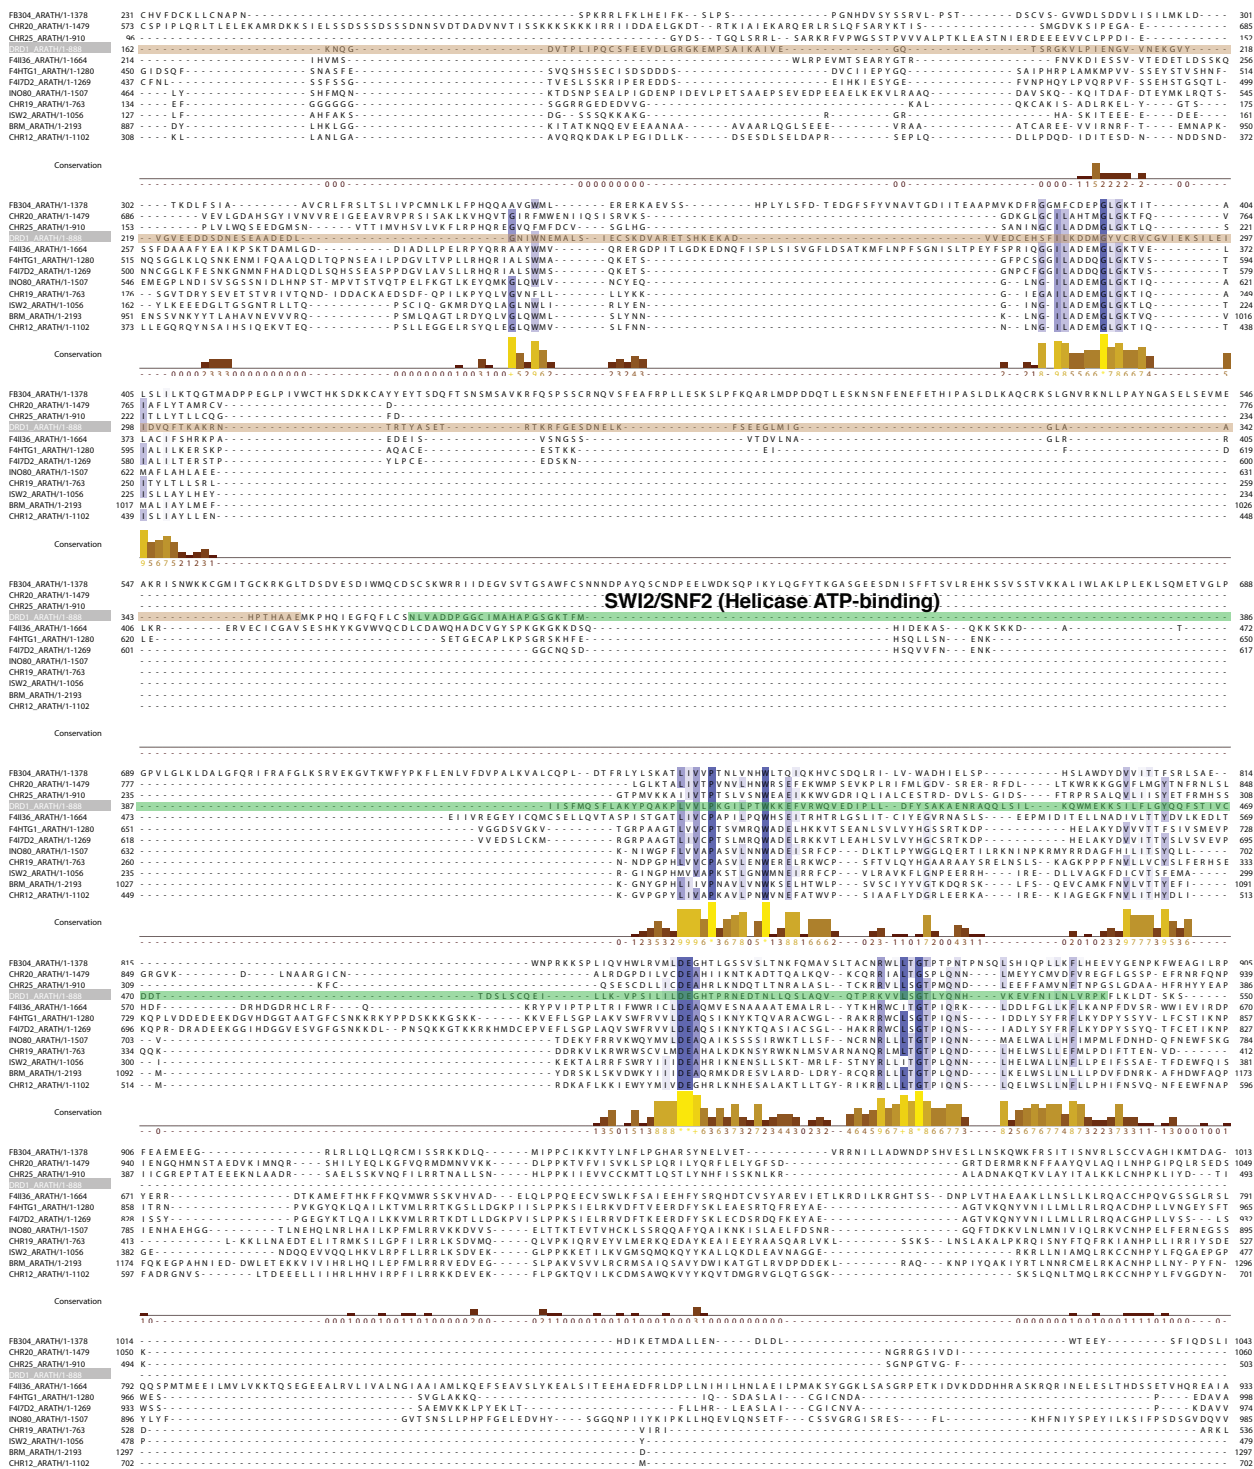

(the alignment continues next page)

| Conservation      |      |                                                                                                                                                                                                                                                                                     |      |
|-------------------|------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------|
| FB304_ARATH1-1378 | 1076 | -----S E R C T I S G C G Y L E-----                                                                                                                                                                                                                                                 |      |
| CHR20_ARATH1-1479 |      | -----M-----                                                                                                                                                                                                                                                                         | 1090 |
| FB304_ARATH1-1910 |      | -----                                                                                                                                                                                                                                                                               |      |
| FB304_ARATH1-1664 |      | -----                                                                                                                                                                                                                                                                               |      |
| CHR19_ARATH1-2380 | 1075 | M E K P K L E D I E R I S N C K Y C N K N S D G P P C I H C E L D E L F O Y E A R L F R L N K S R R G V M E I A A E E T V H L Q K K R D A R N L F L G L S S R S K D L N A S R G D E E P T K R N A G D I V V L S K S P S E T E I V L G V I R N H C K T H L D R E S K L A A T K H L H | 1216 |
| FB472_ARATH1-1269 |      | -----                                                                                                                                                                                                                                                                               |      |
| INC80_ARATH1-1507 | 1066 | V E-----                                                                                                                                                                                                                                                                            |      |
| CHR19_ARATH1-2763 | 558  | -----T N F Q K R R-----                                                                                                                                                                                                                                                             |      |
| ISW2_ARATH1-1056  |      | -----L S T G T P R P S F E A L V I S-----                                                                                                                                                                                                                                           |      |
| BRM_ADAAT1-2193   |      | -----H Q D-----                                                                                                                                                                                                                                                                     | 1097 |
| CHR12_ARATH1-1102 |      | -----F N D-----                                                                                                                                                                                                                                                                     | 560  |

(the alignment continues next page)

[illegible]

### Conservation

|                    |                                                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| B304_ARATH1-1378   | - - - - -                                                                                                                                           |
| CHR20_ARATH1-1479  | - - - - -                                                                                                                                           |
| CHR25_ARATH1-910   | - - - - -                                                                                                                                           |
| F4I36_ARATH1-1654  | - - - - -                                                                                                                                           |
| F4ITC1_ARATH1-1280 | - - - - -                                                                                                                                           |
| F4TD2_ARATH1-1269  | - - - - -                                                                                                                                           |
| INC6D_ARATH1-1507  | - - - - -                                                                                                                                           |
| CHV1X_ARATH1-263   | - - - - - MR - - - - -                                                                                                                              |
| IWS2_ARATH1-1056   | 1055 - - - - -                                                                                                                                      |
| BIML_ARATH1-2193   | 1865 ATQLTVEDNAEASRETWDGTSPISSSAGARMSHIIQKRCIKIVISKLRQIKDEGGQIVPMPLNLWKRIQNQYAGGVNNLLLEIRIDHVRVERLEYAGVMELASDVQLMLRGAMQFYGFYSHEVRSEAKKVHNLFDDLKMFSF |

### Conservation

|                    |           |
|--------------------|-----------|
| B3304_ARATH1-1378  | - - - - - |
| CHR20_ARATH1-1479  | - - - - - |
| CHR25_ARATH1-910   | - - - - - |
| B3306_ARATH1-1379  | - - - - - |
| F4I36_ARATH1-1664  | - - - - - |
| F4ITC1_ARATH1-1280 | - - - - - |
| F4ITD2_ARATH1-1269 | - - - - - |
| INC0B_ARATH1-1507  | - - - - - |
| CHR19_ARATH1-263   | - - - - - |
| ISW2_ARATH1-1056   | - - - - - |
| BIML_AXATY1-2193   | - - - - - |

  

2007 P D T D F R E A R N A L S F G S A P T L V S Y T P T P R G A I S Q G K R Q L V N E P E T P S S P Q R S Q Q R E N S I R V Q I P Q K E T L G G T T S H T D E S P I L A H P G E L V I C K K R K D R E K S G P K T R T G G S S P V S P P P A M I G R L R S P V S G G V P P R T 2148

### Conservation

|                     |      |                                                                                 |   |   |   |   |
|---------------------|------|---------------------------------------------------------------------------------|---|---|---|---|
| B3D4_ARATH1-1378    | -    | -                                                                               | - | - | - | - |
| CHR20_ARATH1-1479   | -    | -                                                                               | - | - | - | - |
| CHR25_ARATH1-910    | -    | -                                                                               | - | - | - | - |
| F4I36_ARATH1-1664   | -    | -                                                                               | - | - | - | - |
| F4T1C1_ARATH1-1280  | -    | -                                                                               | - | - | - | - |
| F4T2O2_ARATH1-1269  | -    | -                                                                               | - | - | - | - |
| INC80_ARATH1-1507   | -    | -                                                                               | - | - | - | - |
| CHXV1_ARATH1-761763 | -    | -                                                                               | - | - | - | - |
| ISW2_ARATH1-1056    | -    | -                                                                               | - | - | - | - |
| BIML_AOXAT1-2193    | 2149 | L A Q Q R W P N Q P T H P N S G A A G D V G W A N P K R L R T D S G K R P S H L |   |   |   |   |
| CHR12_ARATH1-11102  |      |                                                                                 |   |   |   |   |

### Conservation

## Supplementary Figure 10

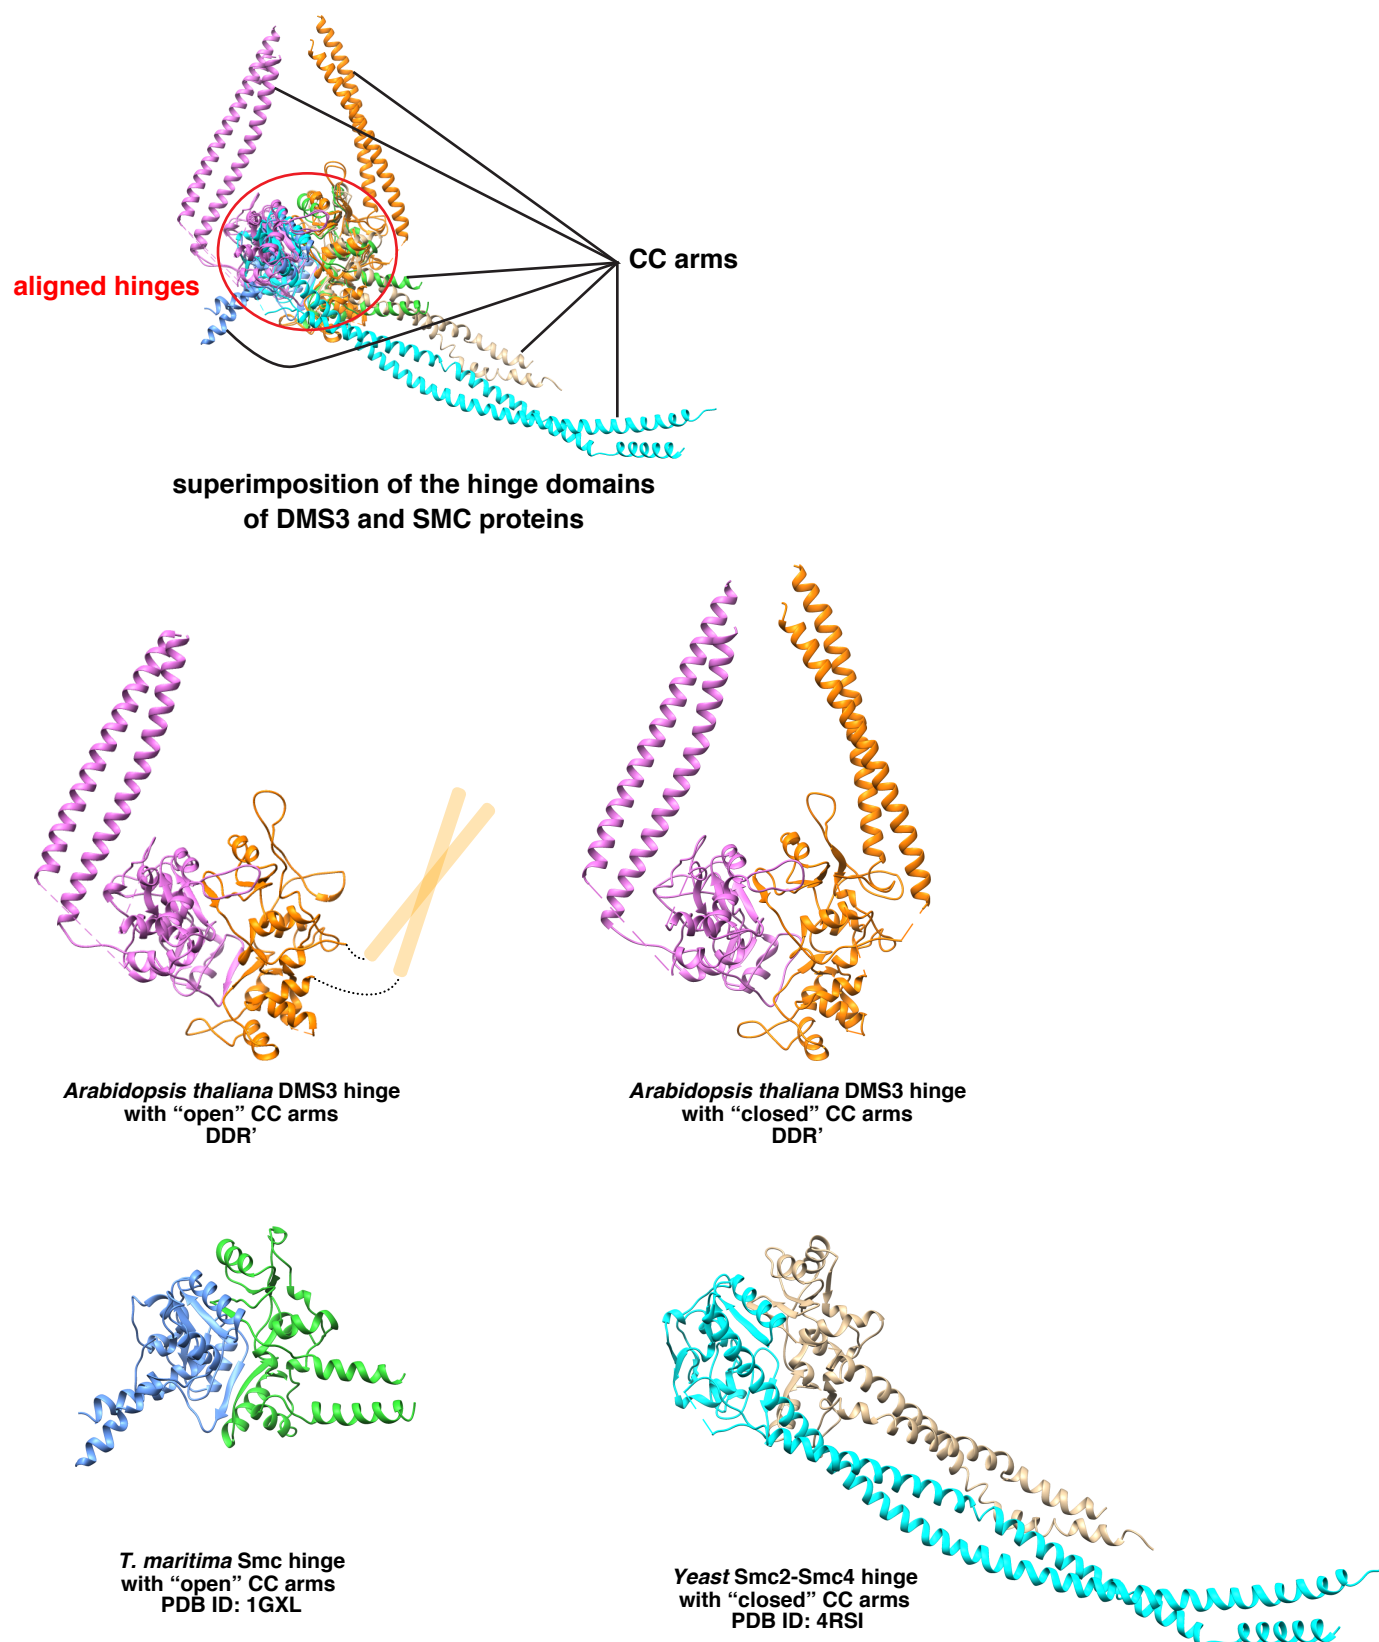

**Supplementary Fig. 10. Structural comparison of DMS3 and SMC proteins**

Top panel: structural superimposition of the hinge domains of DMS3 and SMC proteins revealing the different orientation of their CC arms; middle panels: the CC arms in open (left) and closed (right) conformations of DMS3; bottom panels: the CC arms in open (left) and closed (right) conformations of SMC proteins.

Supplementary Figure 11

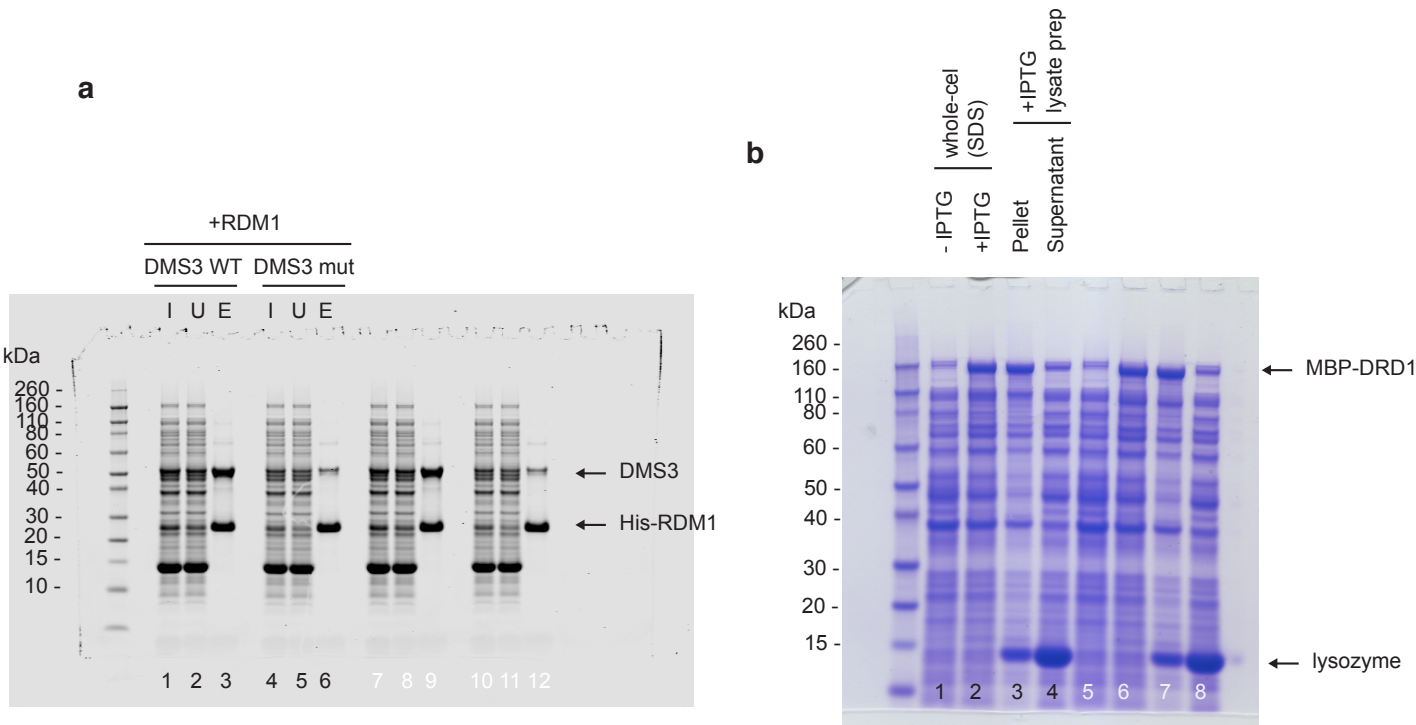

Supplementary Fig. 11. Uncropped scanned gel images from Fig. 2c and Supplementary Fig. 1d.

**a**, Uncropped scanned gel image of Fig. 2c. The image is derived from combining scans from both 700-nm and 800-nm channels (Odyssey). Lanes 1-6 are shown in Fig. 2c. A duplicate experiment is from lanes 7-12. **b**, Uncropped scanned gel image of Supplementary Fig. 1d. The image is derived from a scan on a white light scanner. Lanes 5-8 are not relevant to this study.

## Supplementary References

1. Sievers, F. *et al.* Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* **7**, 539 (2011).
2. Combe, C. W., Fischer, L. & Rappsilber, J. xiNET: cross-link network maps with residue resolution. *Mol. Cell Proteomics* **14**, 1137–1147 (2015).

# Supplementary material for: CryoEM structures of Arabidopsis DDR complexes involved in RNA-directed DNA methylation
**Source:** Nat Commun. 2019 Sep 2;10:3916. doi: 10.1038/s41467-019-11759-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

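The table has a sheet for each of the 3 chemistries. DSS joins pairs of lysines, ADH joins pairs of acidic residues, and a zero-length link joins a lysine to an acidic residue directly. A row is an identified pair of peptides, with the position of each linked residue and an identification score. There are 37 rows for DSS, 15 for ADH and 178 for zero-length links, including 1, 2 and 2 rows of E. coli proteins from the search database. The identification score ran from 18.4 to 36.0 for DSS, from 18.6 to 31.4 for ADH and from 23.0 to 33.8 for zero-length links. When the peptides were matched to the proteins translated from the TAIR10.1 annotation, table positions were 3 higher than the annotated residue for DMS3 (all 44 linked positions) and 23 higher for RDM1 (all 5), while for DRD1 7 positions had an offset of -41 and 2 could not be matched to the protein. The match used the DRD1 protein of 888 residues. Residue numbers given with the link counts by reagent are the annotated ones.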

Description: Identification of crosslinked peptides derived from the DDR' complex treated with various crosslinkers.

# Supplementary material for: CryoEM structures of Arabidopsis DDR complexes involved in RNA-directed DNA methylation
**Source:** Nat Commun. 2019 Sep 2;10:3916. doi: 10.1038/s41467-019-11759-9
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Specified or referenced in Materials and Methods section

Data analysis Specified or referenced in Materials and Methods section

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ChIP-seq, WGBS, EM, IP-MS and XL-MS data are deposited in publicly available database, with accession numbers listed in the manuscript under "Data Availability" section.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences
- ☐ Behavioural & social sciences
- ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For cryoEM analysis, 3D reconstructions were calculated from thousands of particle images. Resolutions of core regions are measured by the FSCResmap program to be ~3.5-3.6 angstroms, with visible densities for different amino acid residue side chains.                                                                                                                                                                                                    |
| Data exclusions | For cryoEM analysis, about 80% of the particle images were excluded after the rounds of 2D and 3D classification. These particles were regarded as having bad quality and including them in the reconstruction would dampen the high resolution structural information. It is well established principle in cryoEM that excluding these particles would not affect the structure obtained.<br>For functional studies, no data were excluded from the analyses. |
| Replication     | Yeast 2- and 3- hybrids, IP-MS, His tag pulldown and XL-MS were successfully replicated. Multiple batches of DR and DDR' complexes were reproducibly purified and used for EM data collection. RDM1, DMS3 and DRD1 ChIPs were performed once. WGBS was performed once using two independent transgenic lines and controls.                                                                                                                                     |
| Randomization   | Randomization was not relevant, hence, not applied to these experiments.                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was not relevant, hence, not applied to these experiments.                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                      | Methods                             |                                                 |
|-------------------------------------|------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |                                     |                                                 |

### Antibodies

|                 |                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Flag M2 (Sigma, F1804; commercially available)                                               |
| Validation      | Anti-Flag M2 has been widely used as an epitope tag (see manufacturers' website for information). |

### ChIP-seq

#### Data deposition

|                                                                                                                                                                                           |                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> Confirm that both raw and final processed data have been deposited in a public database such as <a href="https://www.ncbi.nlm.nih.gov/geo/">GEO</a> . |                                                                                                                                                                                                                                                             |
| <input checked="" type="checkbox"/> Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.                                              |                                                                                                                                                                                                                                                             |
| Data access links<br><i>May remain private before publication.</i>                                                                                                                        | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130290">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130290</a>                                                                                                                     |
| Files in database submission                                                                                                                                                              | DRD1_FLAG.fastq.gz<br>DMS3_FLAG.fastq.gz<br>RDM1_FLAG.fastq.gz<br>Col0.fastq.gz<br>log2ratioDRD1overCol0.bw<br>log2ratioDMS3overCol0.bw<br>log2ratioRDM1overCol0.bw<br>PolV_peaks_q0.05_FC2.summit.bed                                                      |
| Genome browser session<br>(e.g. <a href="https://www.ncbi.nlm.nih.gov/geo/">UCSC</a> )                                                                                                    | Tracks displaying DRD1, DMS3 and RDM1 ChIP-seq signal over Col0 ChIP control can be found as Supplementary files at <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130290">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130290</a> |

Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq for each DDR component was performed once.                                                                                                                                                                                                                                                                                                          |
| Sequencing depth        | Col0_ChIPseq_rep1: 29830446 reads total, 24855412 uniquely mapped, 50bp, single end.<br>DRD1_ChIPseq_rep2: 26439435 reads total, 21566096 uniquely mapped, 50bp, single end.<br>DMS3_ChIPseq_rep2: 27787594 reads total, 23668149 uniquely mapped, 50bp, single end.<br>RDM1_ChIPseq_rep2: 24735665 reads total, 20203109 uniquely mapped, 50bp, single end. |
| Antibodies              | anti-Flag M2 antibody (Sigma, F1804)                                                                                                                                                                                                                                                                                                                         |
| Peak calling parameters | Pol V peaks were called comparing Pol V antibody ChIP against no antibody control ChIP described in Liu et al., Nature Plants 2018, using MACS2 with q-value 0.05 (v 2.1.1). Only peaks with more then 2FC were used.                                                                                                                                        |
| Data quality            | The antibody used for the ChIPs is widely used for ChIP experiments. 

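The ChIP-seq libraries with the anti-FLAG antibody, 1 for each line, had 50 bp single-end reads. By the depths the paper reports, the untransformed Col-0 control had 29830446 reads, of which 83.3% mapped uniquely, and the DRD1, DMS3 and RDM1 lines had 26439435 (81.6%), 27787594 (85.2%) and 24735665 (81.7%). The library with the most uniquely mapped reads had 1.23 times as many as the one with the fewest. The reporting summary states that the ChIP-seq of each DDR component was done once, and does not say this of the Col-0 control. It names these depths as replicate 1 for Col-0 and replicate 2 for the other lines. It is thus unclear whether the depths belong to the libraries described here. With 1 library per line there is no replicate error for the FLAG signals, which were not analysed here.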

The correct size of chromatin and libraries was checked in a gel. Only raw reads passing the QC were used for alignment. Tracks for each ChIP were generated and inspected in order to check the quality of the data.                                                                   |
| Software                | See Materials and Methods section                                                                                                                                                                                                                                                                                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

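The processed data analysed here are 1 list of Pol V peak summits, the positions on which the paper centred its metaplot and heatmap of DRD1, DMS3 and RDM1 ChIP-seq signals. The 4 anti-FLAG ChIP-seq libraries (untransformed Col-0, DRD1-3xFLAG, DMS3-3xFLAG and RDM1-3xFLAG) were mapped to their conditions, but their signals were not analysed here, and no values are placed beside the conclusions drawn from them.

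The authors made the list from published Pol V and no-antibody ChIP-seq reads. They aligned reads to TAIR10 with Bowtie, keeping uniquely mapping reads with at most 2 mismatches, removed duplicate reads with Samtools, called peaks with MACS2 at a q-value of 0.05 and kept peaks with more than 2-fold enrichment. The deposited score is 1 whole number per peak, from the peak caller, without a stated unit. It is not a count of reads and was not used to compare anything outside the list. Keeping uniquely mapping reads removes signal from repeats, and keeping 1 summit per peak discards the width of each peak. The depth of the Pol V libraries is unknown from the list, and shares of summits are given with 95% Wilson intervals that cover counting error only.

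The list has 6 columns and 11478 summits, after 1 blank record was left out, with no other columns of values per sample (0 unused). Coordinates are 1-based. Genes, exons and sequence came from the RefSeq annotation and genome of TAIR10.1, and all summits lie within its chromosomes. Protein-coding genes were taken from the gene start to the gene end, and upstream means outside every protein-coding gene and within 1000 bp of the start of one. No class of transposable elements was taken from the annotation used, so the planned share of summits in transposable elements was not computed. The score was compared between summits outside every annotated gene and summits in protein-coding genes, as set out beforehand for that case. Whether the annotation files transposable elements under another gene type, such as pseudogenes, was not examined.

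Shares, GC content and the share of unique 50-mers within 250 bp were tested by placing the same number of random positions on the same chromosomes, outside runs of undetermined bases, 1000 times. The two-sided p is double the smaller tail. Exact 50-mers on both strands were counted over the whole genome, organelles included. Summit density and gene density were compared over bins of 500 kb with at least 50% determined bases, with p from 1000 circular shifts within chromosomes. Scores were compared by a permutation test of the difference in medians with 100000 resamples. The random placement test was tested on simulated positions, with 100 draws per set in place of 1000. It passed the threshold of 0.05 in 0 of 20 random sets and in 20 of 20 sets in which 3% of the positions had been moved upstream of genes. The simulated positions were drawn independently of each other, so this does not cover clustered positions such as the listed summits. The alternatives set before the data were examined were the summits with a score at or above the median (5754), summits within 1000 bp of each other merged to the one with the highest score (9890), random positions at unique 50-mers or in the same 500 kb bin, windows of 500 and 2000 bp upstream, 100 bp on each side of a summit, distances of 1000 and 6000 bp, bins of 250 kb and 1 Mb, means in place of medians and summits with at least 90% unique 50-mers. Random positions with the same share in protein-coding genes, and the distances around RdDM genes, were added after the data were examined.

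Sites named in the text were chosen by a rule set before the data were examined: the 5 summits with the highest score, every summit in the region of Fig. 1c as read from its axis, and the nearest summit to each of 10 genes the paper names as RdDM components or targets, matched by symbol or synonym and locus identifier.

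Cross-links were counted from Supplementary Data 1 as distinct residue pairs per reagent. Linked residues were renumbered by matching each peptide to the protein translated from the annotation, with the methionine symbol X read as oxidised methionine. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, with random seed 20190902.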

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

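The distance of 1000 bp and the tests in this part were chosen after the distances of the nearest summits had been seen, while the list of genes was set before the data were examined.

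Pol V summits lay close to the genes of the pathway itself. Of the 10 genes that the paper names as RdDM components or targets, 8 had a summit within 1000 bp, where 27.6% of all 27444 protein-coding genes do. The paper does not report on these summits, and the list has no control set of positions. The summits lay inside SUVH2 (AT2G33290, score 216, between exons), SUVH9 (AT4G13460, score 308, exon), DRM2 (AT5G14620, score 60, exon) and FWA (AT4G25530, score 504, between exons), 518 bp upstream of NRPE1 (AT2G40030, score 227), 747 bp upstream of DRD1 (AT2G16390, score 128), 696 bp downstream of DMS3 (AT3G49250, score 344) and 342 bp downstream of RDR2 (AT4G11130, score 35). The nearest summit of AGO4 (AT2G27040) was 2416 bp upstream (score 556) and that of RDM1 (AT3G22680) 4258 bp downstream (score 71).

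Several plain explanations were tested with one-sided permutation tests over 10000 random sets of genes each. Sets of any 10 protein-coding genes had 2.77 such genes on average and reached 8 with a permutation p = 0.0012. Sets matched on gene length gave a permutation p = 0.0018, sets matched on the density of summits in the surrounding 100 kb on each side gave p = 0.00050, and sets matched on the space to the next genes gave p = 0.00050, which argues against each of these as the whole explanation. With only the summits whose score is at or above the median, 5 of the 10 genes had one within 1000 bp (permutation p = 0.0169), so weak peaks alone do not account for it. Without FWA, a locus to which the paper describes tethering of RdDM components, 7 of 9 genes had one (permutation p = 0.0034). At other distances the counts were 5 genes within 500 bp (permutation p = 0.024), 8 within 2000 bp (p = 0.0065) and all 10 within 5000 bp (p = 0.0033). The p-values are not adjusted for the choice of distance. That genes of the pathway may be targets of Pol V remains a hypothesis found and tested on the same list. The control for antibody specificity, expression of the genes and methylation at these summits were not analysed here, the list of genes is short, and no condition in the design bears on a biological explanation.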

How the results depend on the processing

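The 5 results tested by random placement were recomputed under 31 alternatives, and 30 kept their direction and stayed past the threshold of 0.05. The exception was the share of unique 50-mers, whose excess over random positions fell from 4.00 to 0.161 percentage points (permutation p = 0.0559) when the random positions were themselves drawn at unique 50-mers. This excess rose to 6.84 points against random positions with the same share in protein-coding genes, its highest value over the alternatives. The deficit of summits in protein-coding genes lay between -37.9 and -28.1 percentage points over its alternatives, and the excess upstream of genes between 6.08 and 24.2. Its lowest value came from random positions with the same share in protein-coding genes, and its highest from the window of 2000 bp. The excess of summits with a neighbour was 19.3 points, 11.9 in the same 500 kb bin and 7.72 at a distance of 1000 bp. The difference in GC content ranged from -3.98 points with the higher-scoring summits to -1.79 with random positions of the same share in protein-coding genes.

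The negative relation between summit density and gene density kept its direction in 4 alternatives and lost significance in 1, Pearson's r of -0.19 (p = 0.226). The cause was not tested. The difference in score between summits outside genes and in protein-coding genes was 79.0 to 96 under the 3 alternatives, with the same smallest p. The cross-link counts rose to 176 zero-length and 36 DSS when identifications were counted in place of distinct pairs, since a pair can be identified more than once, and the ADH count fell to 6 with an identification score of at least 25. The ratio of zero-length to DSS pairs was 4.83, and 4.89 under both alternatives.

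The planned share of summits in transposable elements and its alternatives were not run, because no class of such elements was taken from the annotation used. No paired analysis was possible because the list comes from no sample of the series and carries no replicate numbers. The unknown depth of the Pol V libraries limits every statement to the peaks that passed the authors' filters, so that an absence of summits is an absence of listed peaks.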

Differences from the paper's values

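The paper's Methods state that cross-link identifications were kept at a delta score at or above the limit given there. All rows of Supplementary Data 1 have a delta score below that limit: values ran from 0 to 0.87 for zero-length links, to 0.79 for ADH and to 0.81 for DSS, and 0 rows reached 0.9. Every row would pass if 0.9 were an upper limit, so these values do not show that the links failed the authors' filter. The score limits that the Methods give, 18 for DSS and ADH and 23 for zero-length links, were met by every row, with lowest scores of 18.4, 18.6 and 23.0. The cause was not tested.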

Other observations

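The tests in this part were set out after the pattern had been seen and before the test values were known, except the test at the gene-poor end of the bins and those that count each summit for every gene in reach, which were chosen after the counts had been seen.

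The gene-poorest 1 Mb of each chromosome held fewer summits per Mb than the chromosome as a whole. These bins start at 15000001 on chromosome 1, 4000001 on chromosome 2, 13000001 on chromosome 3, 3000001 on chromosome 4 and 11000001 on chromosome 5, and held 34, 81, 15, 14 and 11 summits. Between 55.8% and 86.4% of the 50-mers in them are unique, so mapping only unique reads removes part of the signal there. Random positions drawn at unique 50-mers nevertheless placed 317 to 440 positions in these 5 bins, against 155 summits. This argues against exact repeats of 50 bases in this assembly as the whole explanation. The study allowed up to 2 mismatches, so reads that also match a near copy may have been dropped as well. Such reads are not covered by this test. Over the other 114 bins of 1 Mb summit density rose as gene density fell (Spearman's rho -0.65 across bins), which argues against a fall in summits with gene density over its whole range. At the gene-poor end the relation was the reverse. Of the 48 gene-poorest bins of 500 kb, 38 lay outside these 5 bins of 1 Mb, and over these 38 summits per Mb of unique 50-mers fell with gene density (rho 0.88 across bins), so few summits where genes are fewest is a pattern that reaches beyond the 5 bins, and few genes, or a property of the sequence that goes with it, stays open as an explanation. Of the 10 bins of 1 Mb next to the 5, 6 were below the mean summit density of their chromosome. The bin on chromosome 2 differed from the others, with 93.8 summits per Mb of unique 50-mers against 117.5 for its chromosome, while that on chromosome 5 had 16.3 against 97.2. On chromosome 2 the adjoining bin from 3000001 held 26 summits, or 26.0 per Mb against 110.2 for the chromosome. It was not the gene-poorest, with 102 genes in its first 500 kb, so the difference of chromosome 2 depends on the choice by gene density. Reads from near copies, reads from repeats that the assembly leaves out, and signal in the control without antibody stay open as technical explanations. None of these was tested. No biological explanation was tested.

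More summits lay upstream of gene starts than downstream of gene ends, and the tests of this excess differed with the way of counting. Within 1000 bp, 2637 summits were upstream of a gene and not downstream of another, and 1587 the reverse, a ratio of 1.66. Random positions outside genes gave a mean of 1.56 and up to 1.74 (permutation p = 0.0759), and random positions outside genes with the same GC content a mean of 1.62 and up to 1.80 (permutation p = 0.414). When each summit was counted for every gene within 1000 bp, there were 4132 counts upstream and 3001 downstream, a ratio of 1.38, where random positions with the same share in genes gave a mean of 1.21 and up to 1.30 (permutation p = 0.002). This argues against avoidance of genes as the whole explanation of the excess counted in this way. Summits outside genes had a ratio of 1.48 by this count, against 1.39 for random positions outside genes with the same GC content (permutation p = 0.0140), so GC content did not account for all of it either. With the 2288 genes that have at least 2000 bp to the next gene on both sides, the ratio was 1.05, against 0.790 to 1.25 for random positions. Much of the ratio is thus lost where neighbouring genes leave room, but the excess of 1.14 times over random positions in the count per gene would give 1.14 there, which is within that range, so whether it is found at such genes stays open.

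The 748 peak numbers absent within chromosomes left gaps in which peaks were on average 6197 bp apart (median over 666 gaps), against 3989 bp between neighbouring numbers. Removing as many listed summits at random gave spacings as wide with a permutation p = 0.128 (one-sided, 1000 draws, 5104 to 6702 bp), so random removal is consistent with the gaps. Removing the listed summits with the lowest scores left a median spacing of 4360 bp, narrower than any random removal, which argues against the absent peaks being simply the continuation of the lowest scores in the list. The authors' filter was on enrichment and not on the score.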
